# Transcriptional landscape of soybean (*Glycine max*) embryonic axes during germination in the presence of paclobutrazol, a gibberellin biosynthesis inhibitor

**DOI:** 10.1038/s41598-019-45898-2

**Published:** 2019-07-03

**Authors:** Rajesh K. Gazara, Eduardo A. G. de Oliveira, Bruno C. Rodrigues, Rodrigo Nunes da Fonseca, Antônia Elenir A. Oliveira, Thiago M. Venancio

**Keywords:** Plant sciences, Computational biology and bioinformatics

## Abstract

Gibberellins (GA) are key positive regulators of seed germination. Although the GA effects on seed germination have been studied in a number of species, little is known about the transcriptional reprogramming modulated by GA during this phase in species other than *Arabidopsis thaliana*. Here we report the transcriptome analysis of soybean embryonic axes during germination in the presence of paclobutrazol (PBZ), a GA biosynthesis inhibitor. We found a number of differentially expressed cell wall metabolism genes, supporting their roles in cell expansion during germination. Several genes involved in the biosynthesis and signaling of other phytohormones were also modulated, indicating an intensive hormonal crosstalk at the embryonic axis. We have also found 26 photosynthesis genes that are up-regulated by PBZ at 24 hours after imbibition (HAI) and down-regulated at 36 HAI, which led us to suggest that this is part of a strategy to implement an autotrophic growth program in the absence of GA-driven mobilization of reserves. Finally, 30 transcription factors (mostly from the MYB, bHLH, and bZIP families) were down-regulated by PBZ and are likely downstream GA targets that will drive transcriptional changes during germination.

## Introduction

Gibberellins (GAs) constitute a large family of diterpenoid compounds that are ubiquitous in higher plants. Some GAs regulate processes such as seed germination, root, and stem elongation, leaf expansion, flower, and fruit development^1,2^. Seed germination typically starts with imbibition and ends with testa rupture, followed by emergence of the embryonic axis^3^. During this relatively short period, metabolic activity resumes, mitochondria and DNA damaged during desiccation are repaired, stored mRNAs are translated or degraded, and new transcriptional programs are activated. This complex series of interconnected events is fueled by the mobilization of stored reserves and gradually shifts towards photosynthesis and autotrophic growth^4–6^.

Over the past decades, seminal studies unequivocally demonstrated the role of GA in promoting seed germination^7^, in particular because GA-deficient mutants (e.g. *ga1-3* and *ga2-1*) often require exogenous GA to germinate^8,9^. Further, the inhibition of radicle emergence in the presence of GA biosynthesis inhibitors (e.g. uniconazole and paclobutrazol, PBZ) indicates that GA is essential for seed germination^10–12^. PBZ is a plant growth retardant that blocks GA biosynthesis by inhibiting kaurene oxidase^13^. Other key GA biosynthesis enzymes are GA20- and GA3-oxidases (GA20ox and GA3ox, respectively), whereas GA2-oxidases (GA2ox) inactivate GA. During late germination, GA is synthesized at the radicle, hypocotyls, and micropylar endosperm^14^. GA is recognized by soluble receptors of the GIBBERELLIN INSENSITIVE DWARF1 (GID1) family^15^, which comprises the subfamilies GID1ac and GID1b in eudicots. Although very similar at the primary sequence level, different lines of evidence indicate that these subfamilies are functionally divergent^2,16,17^. The GA-GID1 complex promotes the degradation of DELLA transcriptional repressors via the 26S proteasome pathway^18^. Further, enhanced germination has been reported in loss-of-function DELLA-mutants^19^. GA is also notorious for its antagonistic interactions with ABA, a well-known seed germination inhibitor. In addition, GA has also been proposed to positively interact with brassinosteroids (BRs) and ethylene, which are ABA antagonists during seed germination^19–21^.

During seed germination, GA enhances embryo growth by promoting cell elongation and weakening of the surrounding tissues^14,19^. Several genes regulated by GA or DELLA have been identified during *Arabidopsis* seed germination, seedling and floral development^14,22–24^. In addition, various genes related to hormone pathways and cell wall metabolism were modulated by GA^14,22^. Despite the valuable information accumulated on the biochemical details of GA signaling and interactions with other hormones, little is known about the transcriptional programs driven by GA in germinating seeds of species other than *A. thaliana*. To date, only one report investigated the transcriptome of embryonic axes during soybean (*Glycine max*) germination^25^. Although this study showed a conspicuous activation of GA biosynthesis genes, it does not allow one to distinguish GA-driven transcriptional alterations. In the present work, we report the transcriptome of soybean embryonic axes during seed germination in the presence of the GA biosynthesis inhibitor PBZ, aiming to uncover the genes that are regulated by GA. We show that PBZ: 1) up-regulates several photosynthesis genes; 2) modulates the expression of numerous genes involved in the biosynthesis, signaling, and transport of other hormones, suggesting an intensive hormonal cross-talk during germination; 3) modulates the expression of several genes encoding cell wall modifying enzymes, supporting their roles in embryo cell expansion during germination and; 4) represses several transcription factors (TFs) in a time-specific fashion, indicating that these TFs might drive the transcriptional reprogramming mediated by GA during germination.

## Results and Discussion

### Transcriptome sequencing and functional analysis of differentially expressed genes

We conducted an initial assay to investigate the effects of PBZ on soybean seed germination. A pilot experiment was used to define the PBZ concentration used here (not shown). As expected, PBZ administration reduced radicle length, fresh weight and dry weight, resulting in a delay in germination (Supplementary Figure S1). Embryonic axes at 12, 24, and 36 hours after imbibition (HAI) were carefully separated from the cotyledons and submitted to RNA extraction, library preparation, and sequencing on an Illumina HiSeq. 2500 instrument (see methods for details). A total of 18 libraries (three biological replicates, with or without PBZ) were sequenced, resulting in a total of 14 to 67 million reads per sample (Supplementary Table S1). 

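The samples were embryonic axes of soybean cultivar BRS-284, separated from the cotyledons of seeds germinated in water (control) or in water with 200 µM paclobutrazol (PBZ), which blocks GA biosynthesis at kaurene oxidase. Each sample came from 3 plates of 20 seeds, and there were 3 control and 3 PBZ samples at each of 12, 24 and 36 HAI. The authors deposited RPKM values for 56044 genes in each of the 18 libraries, and these values, not counts, were analysed here. Expression of a gene is given below as mean RPKM ± SD over the 3 replicates of a condition. For each time point, log2(RPKM + 0.1) was compared between the 3 PBZ and 3 control samples with limma, using an empirical Bayes variance that depends on the mean. Genes with a mean RPKM of at least 1 in either group were tested, which left 29297 genes at 12 HAI, 31148 at 24 HAI and 32752 at 36 HAI. A gene passed both limits when its Benjamini-Hochberg adjusted p was at most 0.05 and its change was at least 1 on the log2(RPKM + 0.1) scale, the paper's limits of a 2-fold difference and a q-value. Log2 changes are PBZ minus control throughout, and the pseudocount makes the change of a lowly expressed gene look smaller than it is. A comparison of single values used an exact permutation test, two-sided, which for 3 against 3 samples cannot give a p below 0.1. The pseudocount, the filter on low values and the scaling between libraries can all move the number of genes past the limits.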

High-quality reads were mapped to the soybean reference genome (Wm82.a2.v1) and used for downstream analysis. 

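The authors removed reads that matched soybean rRNA, aligned the rest with novoalign and kept only reads that mapped uniquely, so genes with near-identical copies elsewhere in the genome keep only the reads that tell the copies apart. RPKM was computed by cufflinks for strand-specific libraries with its bias correction. From the totals and percentages of the paper's Table S1, rounded to the nearest 100000, uniquely mapped reads numbered 15300000 to 44700000 per control library at 12 HAI (median 19500000) and 21300000 to 39400000 with PBZ (median 33400000). At 24 HAI they numbered 15600000 to 26700000 in control (median 19500000) and 16400000 to 26900000 with PBZ (median 16900000). At 36 HAI they numbered 16000000 to 21700000 in control (median 16200000) and 12700000 to 22500000 with PBZ (median 14800000). The smallest steps between low RPKM values also give the relative depth of the libraries. Searched from -3 to 3 log2 units without use of Table S1, the depths of 17 libraries relative to control replicate 1 at 24 HAI lay within 0.0284 log2 units of those from uniquely mapped reads, with a median gap of 0.0101, and up to 1.33 from those of all sequenced reads. The steps thus follow the uniquely mapped reads and not all sequenced reads.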

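The mapped share in the paper's Table S1 ranged from 96.0% to 98.2% across the 18 libraries, but the share of reads mapped to multiple places ranged from 7.1% to 62.5%. At 24 HAI the multiple-mapped share was 7.8% to 8.7% in the 3 control libraries and 35.0% to 48.9% in the 3 PBZ libraries. At 12 HAI it was 13.6% in control replicate 2 and 38.0% to 62.5% in the other 5 libraries. Control replicate 3 at 36 HAI had 33.5% and the other 5 libraries of that time had 7.1% to 8.3%. Libraries differed in the same pattern in the RPKM values computed from the uniquely mapped reads. The 63 genes of the paper's Table S5 made up 0.187% to 0.732% of the summed RPKM in the 9 libraries with a multiple-mapped share below 20%, and 3.85% to 11.4% in the 9 libraries above it.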

Overall, 97.2% of the reads mapped to the reference genome (Supplementary Table S1). 

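Across the 56044 genes, which are not independent observations, Pearson's r of RPKM was computed for the 18 pairs of replicates of one condition. It ranged from 0.447 to 0.991 with a median of 0.981, and 6 of the 18 pairs lay below 0.95. Control replicate 2 at 12 HAI gave 0.447 with replicate 1 and 0.567 with replicate 3, whereas replicates 1 and 3 gave 0.987. Control replicate 3 at 36 HAI gave 0.630 with replicate 1 and 0.637 with replicate 2, whereas replicates 1 and 2 gave 0.990. The other pairs below 0.95 were PBZ replicates at 12 HAI, with 0.926 between replicates 2 and 3 and 0.9497 between replicates 1 and 3. The scale of the values moved these correlations most, since on log2(RPKM + 0.1) values they ranged from 0.974 to 0.989. With the 63 genes of Table S5 left out, a choice made after the low values had been seen, the lowest r of RPKM was 0.953.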

In general, we found good correspondence (Supplementary Figure S2) and high pair-wise correlations (0.95 to 0.99) (Supplementary Table S2) between the biological replicates. Genes with RPKM (Reads Per Kilobase per Million mapped reads) greater than or equal to 1 were considered expressed. 

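A gene was counted as expressed in a condition when its mean RPKM over the 3 replicates was at least 1. This gave 28616 genes in the 12 HAI control, 28731 with PBZ at 12 HAI, 30614 in the 24 HAI control, 30279 with PBZ at 24 HAI, 32100 in the 36 HAI control and 32105 with PBZ at 36 HAI. The number rose with time in both treatments, and control and PBZ of a time point differed by less than either differed from the next time point. Requiring an RPKM of at least 1 in all 3 replicates gave 26964 genes (PBZ at 12 HAI) to 30662 genes (PBZ at 36 HAI).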

In total, 29,204, 29,467, 31,065, 30,887, 32,636, and 32,466 genes were found to be expressed in 12C (control), 12P (PBZ), 24C, 24P, 36C, and 36P, respectively (Fig. 1A). 

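Over the 6 conditions, 34475 genes had a mean RPKM of at least 1 in at least 1 condition, or 61.5% of the 56044 genes in the values. A lower limit of 0.5 moved this number most, to 37303 genes. Leaving out any single library changed it little, to between 34425 and 34560 genes over the 18 ways of leaving out 1 library.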

Approximately 62.43% of the soybean protein-coding genes (34,990 genes) were expressed in at least at one time point (Supplementary Table S3), which is comparable to a previously published soybean germination transcriptome^25^.

**Figure 1:**
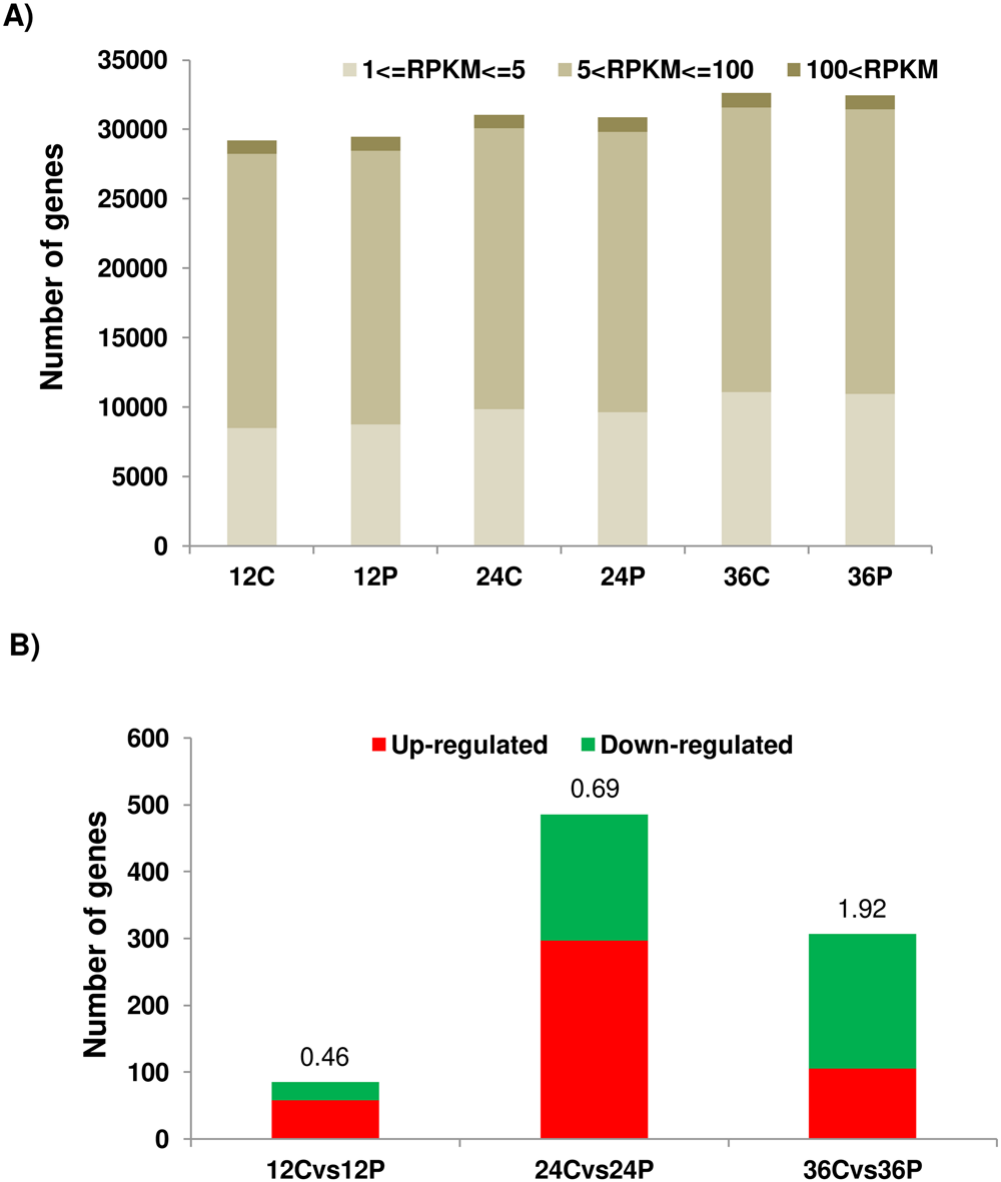
Gene expression profiling during seed germination. (**A**) Number of expressed genes (RPKM ≥1) and their estimated expression levels in each sample. (**B**) Number of DEGs at 12, 24 and 36 HAI. Numbers above the vertical bars stand for the ratio between down- and up-regulated genes. In the x-axes labels, C and P stand for control and PBZ, respectively.

We compared the transcriptional profiles of PBZ-treated seeds at each time point with their respective controls and found a total of 85, 486, and 307 differentially expressed genes (DEGs) at 12, 24, and 36 HAI, respectively (Supplementary Table S4). 

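Both limits were passed by 3 genes at 12 HAI, 286 at 24 HAI and 42 at 36 HAI in the limma comparison of the RPKM values. At an unadjusted p of at most 0.05 there were 1478, 8259 and 2900 genes, respectively. At 12 HAI, 1478 of 29297 tested genes is about the share of 0.05 that chance gives, so that count shows no response. Another split of the same 6 samples, not by treatment, gave 3746. Among the settings that kept both limits, the one that moved the number at 24 HAI most was the multiple-mapped percentage of each library as a covariate, which left 1 gene (2175 at an unadjusted p of at most 0.05). That percentage parts the 3 control from the 3 PBZ libraries, so the covariate and the treatment can hardly be told apart at that time. Replicates carry the same numbers in control and PBZ, and deviations from the group means correlated across genes between same-numbered samples with a mean r of 0.151 at 12 HAI, 0.171 at 24 HAI and 0.159 at 36 HAI. With the replicate number as a block, 4, 369 and 77 genes passed both limits. Of the genes in the paper's own lists, 83, 469 and 305 were tested here and 0, 218 and 36 passed both limits. The direction here was that of the paper's lists for 84 of 85 genes at 12 HAI, all 486 at 24 HAI and 306 of 307 at 36 HAI, as both use the same libraries. The 3 PBZ values did not overlap the 3 control values for 36, 460 and 210 of these genes, which chance gives for 10% of genes, but the paper called them on the same libraries, so a higher share follows from how they were chosen.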

Because PBZ is a GA antagonist, PBZ down- and up-regulated genes (i.e. PBZ-down and PBZ-up, respectively) are likely those induced and repressed by GA. The absolute number of genes down-regulated by PBZ and their ratios to up-regulated genes increased along germination (Fig. 1B; Supplementary Table S4). 

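Among the genes past both limits, 2 were up- and 1 was down-regulated at 12 HAI, and 29 were up- and 13 down-regulated at 36 HAI. The ratio of down- to up-regulated genes was 0.5 at 12 HAI, 0.283 at 24 HAI and 0.448 at 36 HAI. The scaling moved this ratio at 24 HAI, where it was 0.747 with the genes resembling organellar genes left out and RPKM rescaled over the rest (198 up, 148 down), and 0.176 with median-ratio size factors (272 up, 48 down). At 36 HAI it stayed between 0.368 and 0.55 under the same settings. Leaving out control replicate 1, 2 or 3 at 24 HAI lowered the ratio to 0.0465 (129 up, 6 down), 0.0699 (143 up, 10 down) or 0.06 (150 up, 9 down). Without PBZ replicate 1, 2 or 3 at 24 HAI it was 0.213, 0.2 or 0.324. At 36 HAI 0 genes passed without control replicate 1 or PBZ replicate 2, 4 without PBZ replicate 1 and 1 without PBZ replicate 3. The ratio at that time was 0.143 without control replicate 2 (14 up, 2 down) and 0.308 without control replicate 3 (13 up, 4 down). With all 18 samples in one fit it was 5 at 12 HAI (3 up, 15 down), 1.44 at 24 HAI (9 up, 13 down) and 0.382 at 36 HAI (34 up, 13 down), so most genes at 12 and 24 HAI were then down-regulated. With the replicate number as a block the ratio was 0 at 12 HAI (4 up, 0 down), 0.357 at 24 HAI (272 up, 97 down) and 0.604 at 36 HAI (48 up, 29 down). The 3 genes with the largest rise past both limits at 36 HAI also passed with the block. The first, Glyma.10G282200, rose from 1.66 ± 0.377 RPKM in control to 20.2 ± 4.40 with PBZ (log2 change 3.53, standard error 0.22, adjusted p = 0.0194). Glyma.18G177000 rose from 2.45 ± 0.830 to 11.9 ± 2.41 RPKM (log2 change 2.26, adjusted p = 0.0320) and Glyma.03G099000 from 7.16 ± 1.81 to 33.2 ± 1.92 RPKM (log2 change 2.23, adjusted p = 0.0227). The 3 largest falls at 36 HAI were of genes listed at 0 in all PBZ samples, namely Glyma.15G057400 (4.26, 16.3 and 2.48 RPKM in the control replicates), Glyma.06G172800 (1.78, 1.80 and 5.30) and Glyma.02G176400 (2.18, 2.20 and 1.62). Of these, only Glyma.15G057400 passed with the block, and Glyma.06G172800 and Glyma.02G176400 were also listed at 0 in some libraries and above 1 in others within 2 other conditions. In the fits that each left out 1 sample at 36 HAI, each of the 3 falls passed in 0. The rises of Glyma.10G282200, Glyma.18G177000 and Glyma.03G099000 passed in 3, 1 and 1 of these fits.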

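At 24 HAI, 223 genes past both limits were higher with PBZ and 63 were lower, so 78.0% of them were up-regulated. Of the genes the paper's Table S4 gives as up-regulated at that time, 173 passed both limits here and 284 had no overlap between the groups. Of those it gives as down-regulated, 45 passed both limits and 176 had no overlap. The largest rises were those of Glyma.12G040700, with 239, 264 and 32.5 RPKM in the PBZ replicates and values below 0.01 in all controls, Glyma.15G188400, with 45.0, 39.5 and 46.3 RPKM against 0, 0.314 and 0.688, and Glyma.15G223400, with 21.7, 13.6 and 41.3 RPKM against 0, 0 and 0.975. At 12 HAI, where PBZ changed none of these 3 genes past the limits, the control values of Glyma.15G188400 ran from 2.32 to 117 RPKM and those of Glyma.15G223400 from 3.49 to 88.0 RPKM, lowest in replicate 2 in each case. Glyma.12G040700 was near 0 in PBZ replicate 2 at 12 HAI but at 140 and 229 RPKM in the other PBZ replicates of that time. The largest falls were those of Glyma.08G171200, with 21.0, 16.1 and 16.7 RPKM in control and at most 0.016 with PBZ, Glyma.10G167900, with 2.75, 3.30 and 1.60 RPKM against 0, 0 and 0.439, and Glyma.10G061500, with 1.06, 0.850 and 1.86 RPKM in control and listed at 0 in all PBZ samples. Of the 167 genes past both limits as up-regulated that are not in the paper's Table S5, 124 were also highest in replicate 3 among the 36 HAI controls and lowest in replicate 2 among the 12 HAI controls, as were the 3 genes with the largest rises. All 6 of the named genes passed with the replicate number as a block. Glyma.08G171200 was also listed near 0 in 1 control sample at 12 HAI, 1 PBZ sample at 12 HAI and 1 control sample at 36 HAI.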

In DEG counts, 24 HAI was the most notable time point (with 297 and 189 up- and down-regulated genes, respectively; Fig. 1B). On the other hand, 12 HAI had the lowest number of DEGs (58 and 27 up- and down-regulated genes, respectively), indicating that GA transcriptional programs are mostly activated between 12 and 24 HAI and decrease afterwards, when most seeds had completed germination (Supplementary Figure S1). 

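All 3 genes past both limits at 12 HAI were listed at 0 in every sample of 1 group. Glyma.04G206200 had 4.73, 18.1 and 7.78 RPKM and Glyma.10G224800 had 2.72, 6.94 and 7.47 RPKM in the PBZ replicates, and both were listed at 0 in the controls. Glyma.16G093500 had 8.45, 3.67 and 3.55 RPKM in the controls and was listed at 0 with PBZ. The adjusted p was 0.0282 for each, only Glyma.04G206200 passed with the replicate number as a block, and each was listed at 0 in some but not all samples of at least 1 other condition. None of the 3 is in the paper's list for 12 HAI. Of that list, 0 of the up-regulated and 0 of the down-regulated genes passed both limits here, while 30 and 26 had an unadjusted p of at most 0.05. The groups did not overlap for 14 of the up-regulated and 22 of the down-regulated genes, against 10% by chance for genes not chosen on these libraries. From the DEG counts at the 3 time points, the paper proposes that the transcriptional programs of GA start mainly between 12 and 24 HAI and weaken once most seeds have germinated.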

We tested the expression of 15 DEGs by real-time qPCR (RT-qPCR). Primer pairs for three of these genes failed to amplify a specific single PCR product and were not evaluated. All the remaining 12 genes had their transcripts successfully amplified and were confirmed as differentially expressed (Supplementary Figure S3). Thus, our RT-qPCR data support the findings obtained by the large-scale transcriptome comparisons.

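A total of 0 genes passed both limits as up-regulated at 24 HAI and as down-regulated at 36 HAI. At an unadjusted p under 0.05 in both comparisons, 124 of the 30359 genes tested at both times were higher with PBZ at 24 HAI and lower at 36 HAI, and 20 of these had a log2 change of at least 1 each way. Only 2 of those 20 are among the genes of Table S5. In Table S5 the paper lists 63 genes by identifier, and all 63 were tested here. At 24 HAI all 63 were higher with PBZ, by a median of 3.57 (0.93 to 5.93) on the log2 scale, 61 had no overlap between the groups where chance gives 10% for genes not chosen on these libraries, and 56 passed both limits (61 with the replicate number as a block). At 36 HAI 62 were lower by the means of log2 values, with a median of -0.77 (-2.19 to 0.10), 3 had no overlap, and 0 passed both limits with or without the block (3 at an unadjusted p of at most 0.05). As one value per library, the mean log2(RPKM + 0.1) over the 63 genes was 1.80 ± 0.19 in control and 5.34 ± 0.43 with PBZ at 24 HAI, a difference of 3.54 (exact permutation test, two-sided, p = 0.1, the smallest possible). The same value at 36 HAI was 2.87 ± 2.21 in control and 2.09 ± 0.38 with PBZ, a difference of -0.78 (exact permutation test, two-sided, p = 0.9). The controls at 36 HAI had values of 1.47, 1.72 and 5.41, so replicate 3 lay above and the other 2 replicates near or below the PBZ values of 1.66, 2.23 and 2.37. Leaving out control replicate 3 moved the difference at 36 HAI most, to 0.49. At 12 HAI the values were 4.47 ± 1.48 in control and 4.77 ± 0.38 with PBZ, a difference of 0.31 (exact permutation test, two-sided, p = 1). Paired by replicate number, the differences have the same means, with an exact p of 0.25 at 24 HAI, the smallest that 3 pairs allow, and of 1 at 12 and 36 HAI.

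**Figure D1:**
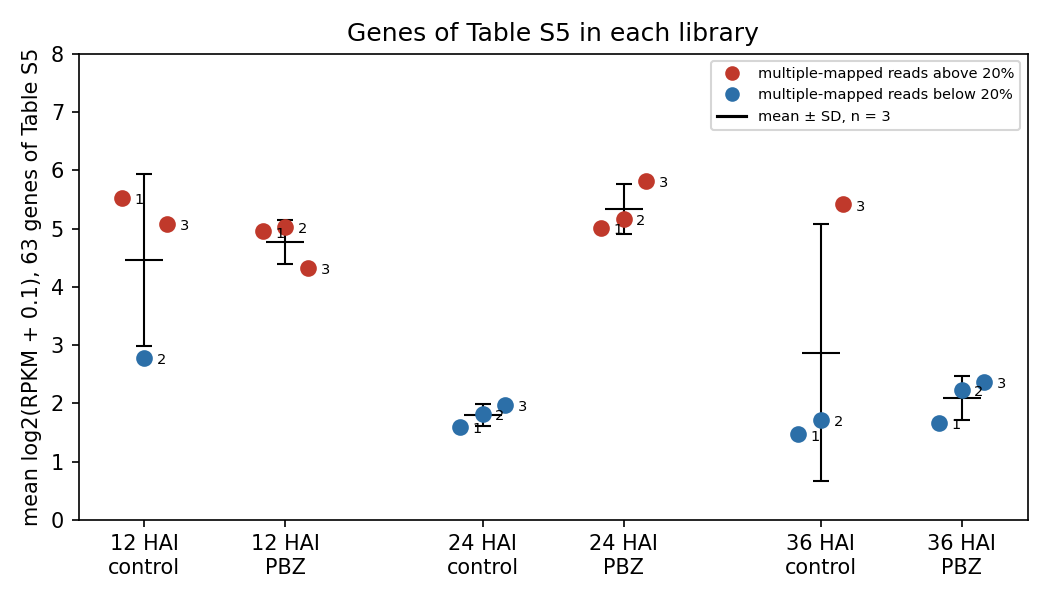
Mean log2(RPKM + 0.1) over the 63 genes of Table S5 (vertical axis) in each of the 18 libraries, by time point and treatment; points are libraries with their replicate number, coloured by whether more or less than 20% of their reads mapped to multiple places, and black marks are the mean ± SD of 3 replicates. At 24 HAI the PBZ libraries (5.01 to 5.83) lie above the controls (1.60 to 1.98), and at 36 HAI only control replicate 3 (5.41) lies above the PBZ libraries.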

Notably, we found 63 genes that are significantly up-regulated at 24 HAI and down-regulated at 36 HAI by PBZ (Supplementary Table S5, Supplementary Figure S4). 

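The 26 genes of Table S5 that Table S6 matches to chloroplast genes were all higher with PBZ at 24 HAI, by a median of 3.74 on the log2 scale (2.72 to 5.93), with no overlap between the groups for any of them. Of these, 22 passed both limits at 24 HAI, and all 26 did so with the replicate number as a block. At 36 HAI, 25 of the 26 were lower by the means of log2 values, with a median of -0.65 (-1.55 to 0.10), but all 26 overlapped between the groups and 0 passed both limits (0 at an unadjusted p of at most 0.05). At 12 HAI, 22 were higher and 4 lower with PBZ, all with overlapping groups.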

About 41% (26 out of 63) of these genes are related with photosynthesis and their up-regulation by PBZ at 24 HAI followed by a down-regulation at 36 HAI might be a strategy to anticipate the transition to autotrophic growth in the absence of energetic resources resulting from proper GA signaling. This gene set encodes chloroplast ATP synthase subunits, RuBisCO, chloroplast ribosomal proteins, DNA-directed RNA polymerase subunit beta (*rpoC1*), YCF3, and several photosystem I and II subunits. 

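The psbA copy Glyma.05G073600 rose at 24 HAI from 0.634 ± 0.271 RPKM in control to 43.1 ± 9.69 with PBZ (log2 change 5.93, standard error 0.31, adjusted p = 0.000600 by limma). At 36 HAI its 3 control values were 0.840, 0.565 and 87.5 RPKM and its PBZ values 1.22, 3.90 and 4.42, a log2 change of -0.40 (adjusted p = 0.960). The RuBisCO large subunit copy Glyma.12G061600 rose at 24 HAI from 3.08 ± 0.169 to 104 ± 47.3 RPKM (log2 change 4.93, adjusted p = 0.00118). Its values at 36 HAI were 3.95, 5.99 and 204.3 RPKM in control and 6.76, 10.0 and 15.4 with PBZ. The rpoC1 copy Glyma.01G076000 did not pass the limits at 24 HAI (log2 change 3.74, adjusted p = 0.0660), with control values of 1.27 to 21.4 RPKM, and passed with the replicate number as a block. For the YCF3 copy Glyma.01G201600 the log2 change was 3.99 at 24 HAI (adjusted p = 0.00629) and 0.10 at 36 HAI (adjusted p = 0.990), with 0.382, 0.773 and 33.4 RPKM in the controls at 36 HAI against 2.92, 1.45 and 3.57. The ATP synthase alpha subunit copy Glyma.12G232000 changed by 3.53 at 24 HAI (adjusted p = 0.00281) and by -0.77 at 36 HAI (adjusted p = 0.825). The other 4 genes passed at 24 HAI with and without the block, and none of the 5 passed at 36 HAI in either case. Without control replicate 3 the changes at 36 HAI became positive, at 1.86 for Glyma.05G073600, 1.05 for Glyma.12G061600, 0.85 for Glyma.01G076000 and 0.36 for Glyma.12G232000, and that of Glyma.01G201600 rose to 1.99. As the RPKM values rest on uniquely mapped reads, reads of the organelle genomes and of identical nuclear copies bear on these genes only where the authors' alignment placed them at 1 nuclear position.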

Decrease in the expression of plastidial RNA polymerases (i.e. *rpoB* and *rpoC1)* caused aberrant chloroplast development and diminished photoautotrophic growth in *A. thaliana*^26^. Chloroplast *YCF3* encodes a thylakoid protein that is essential for photosystem I complex biogenesis in tobacco^27^ and *Chlamydomonas reinhardtii*^28^. The regulation of photosynthesis genes by GA has also been recently demonstrated in rice seedlings under submergence^29^. 

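By their identifiers, 24 of the 26 genes that Table S6 matches to chloroplast genes lie on 14 of the chromosomes of the Wm82.a2.v1 build and 2 lie on unplaced scaffolds.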

Interestingly, all these 26 genes are nuclear encoded copies of genes that are located in the soybean chloroplast (Reference Sequence: NC_007942). 

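In Table S6 the similarity to the chloroplast proteins runs from 78.16% to 100% and the coverage from 68.0% to 100%, both values being the paper's. The gene with the largest change among them at 24 HAI, Glyma.05G073600, kept a log2 change between 5.60 and 6.17 with each sample left out in turn.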

Most of these copies seem to be functional, as they encode proteins with high sequence coverage (68 to 100%) and similarity (78 to 100%) with their plastidial counterparts (Supplementary Table S6). 

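The 17 genes of Table S5 that Table S6 matches to mitochondrial genes have a similarity of 71.35% to 100% and a coverage of 55.0% to 100% there, as the paper gives them. All 17 passed both limits at 24 HAI, with and without the replicate number as a block, with log2 changes of 2.08 to 3.81 and a median of 3.36. At 36 HAI all 17 were lower with PBZ (log2 changes of -1.24 to -0.16), yet only 1 had no overlap between the groups, where chance gives 10% for genes not chosen on these libraries, and 0 passed both limits (0 at an unadjusted p of at most 0.05). At 12 HAI 15 were higher and 2 lower with PBZ, with 0 past both limits (0 at an unadjusted p of at most 0.05).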

In the same way, 17 out of 63 genes encode proteins similar to those encoded by mitochondrial genes (Reference sequence: JX463295) (Supplementary Table S6). Collectively, these genes might integrate a system to reduce the dependence on cotyledonary reserves and optimize ATP production. Out of these 43 genes with organellar copies, 41 have been assigned to soybean reference chromosomes, suggesting that they are not annotated as nuclear genes because of contamination with organelle DNA fragments.

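The 41 placed genes lie on 16 chromosomes by their identifiers. The remaining 20 genes of Table S5 have no organellar match in Table S6. They moved in the same way, with 17 of 20 past both limits at 24 HAI and a median log2 change of 3.53 (0.93 to 5.62), against a median of -0.90 and 0 past the limits at 36 HAI (3 at an unadjusted p of at most 0.05). The largest values were those of Glyma.01G163400, which has no organellar match and rose at 24 HAI from 588 ± 110 to 13429 ± 4437 RPKM (log2 change 4.48, adjusted p = 0.000744 by limma), also past the limits with the replicate number as a block. Its values at 36 HAI were 402, 564 and 13799 RPKM in the control replicates and 598, 968 and 1018 with PBZ.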

### Gene Ontology and KEGG pathway enrichment analysis

Aiming to unravel major trends in the DEG lists, we conducted Gene Ontology (GO) and KEGG pathway enrichment analyses. There was no enrichment of GO terms or KEGG pathways at 12 HAI. In up-regulated genes at 24 HAI, we found a total of 19 enriched GO terms, including terms related with photosynthesis and translation (Supplementary Table S7). 

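Table S7 gives the number of genes behind each GO term, and the genes that Table S8 lists under the corresponding KEGG pathways are used here. Of 20 photosynthesis genes up-regulated in the paper at 24 HAI, 15 passed both limits, with a median log2 change of 3.61 (1.11 to 6.35), and 14 belong to the set of Table S5. Of 20 ribosome genes, 15 passed both limits, with a median of 2.94 (0.98 to 4.51), and 7 belong to that set. All 19 oxidative phosphorylation genes passed both limits (1.11 to 4.38). The groups did not overlap for 19, 20 and 19 of the genes of the 3 pathways, respectively, where chance gives 10% for genes not chosen on these libraries. With the replicate number as a block, 18, 15 and 19 passed. Of the photosynthesis, ribosome and oxidative phosphorylation genes outside Table S5, 6 of 6, 9 of 13 and 7 of 7 were also highest in replicate 3 among the 36 HAI controls and lowest in replicate 2 among those at 12 HAI.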

Three of the GO terms enriched in the genes up-regulated at 24 HAI were also found enriched in the genes down-regulated at 36 HAI, namely “generation of precursor metabolites and energy”, “photosynthesis”, and “thylakoid” (Supplementary Table S7), providing further support to the results discussed in the previous section.

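At 36 HAI the 16 photosynthesis genes that Table S8 lists as down-regulated had log2 changes of -0.12 to -1.54 with a median of -0.70. None of the 16 passed both limits with or without the replicate number as a block, 0 had an unadjusted p of at most 0.05, and the groups overlapped for every one. The same held for the 10 ribosome genes, with a median of -0.61. Of the 15 oxidative phosphorylation genes, 1 had no overlap between the groups and 0 passed the limits (0 at an unadjusted p of at most 0.05). Of these 3 lists, 14, 10 and 15 genes are in Table S5.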

KEGG pathway enrichment analysis revealed that ‘plant hormone signal transduction’ was enriched in down-regulated genes at 24 HAI and 36 HAI, supporting the regulation of other hormonal pathways by GA, and possibly their cross-talk, during germination (Fig. 2, Supplementary Table S8). These genes are involved in BR, auxin, jasmonic acid, ABA, and cytokinin signaling or biosynthesis. 

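Of the 16 genes that Table S8 lists for hormone signal transduction among the down-regulated genes at 24 HAI, 9 passed both limits, and 15 had lower values in all PBZ samples than in any control, where chance gives 5% for genes not chosen on these libraries. Their log2 changes ranged from -2.38 to -1.06 with a median of -1.29. At 36 HAI, 4 of 9 passed, all 9 had no overlap between the groups, and the changes ranged from -1.71 to -1.04. Over all hormone-related genes of Table S9, counted at each time point at which the paper calls them, 22 of 63 passed both limits and 31 did so with the replicate number as a block. Adjusted over these 63 alone, 55 passed, but the list consists of the paper's calls on these libraries, so that number shows no stability. The multiple-mapped percentage as a covariate moved the number most, to 3, though at 24 HAI it can hardly be told apart from the treatment. By time point, 0 of 4 passed at 12 HAI (0 at an unadjusted p of at most 0.05), 15 of 30 at 24 HAI and 7 of 29 at 36 HAI. By hormone, 7 of 16 passed for brassinosteroids, 6 of 19 for auxin, 4 of 9 for ABA, 4 of 8 for cytokinin, 1 of 5 for ethylene, 0 of 4 for GA and 0 of 2 for jasmonic acid (4 and 2 at an unadjusted p of at most 0.05).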

Given their indispensable roles in regulating seed germination, genes related with hormone signaling and biosynthesis are discussed in more detail in the next section. 

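Table S8 lists 17 genes down-regulated at 36 HAI for protein processing in the endoplasmic reticulum. All 17 were lower with PBZ here, by a median of -1.20 on the log2 scale (-2.34 to -1.01), and 14 had no overlap between the groups, where chance gives 10% for genes not chosen on these libraries. None passed both limits (16 at an unadjusted p of at most 0.05), and 4 did with the replicate number as a block. The largest change was that of Glyma.07G200700, from 2.69 ± 1.05 RPKM in control to 0.435 ± 0.131 with PBZ (log2 change -2.34, standard error 0.35, adjusted p = 0.0843 by limma).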

In down-regulated genes at 36 HAI, a number of genes encoding chaperones resulted in the enrichment of the pathway ‘protein processing in endoplasmic reticulum’. Phenylpropanoid biosynthesis genes were enriched in PBZ-down (7 genes) and PBZ-up genes (6 genes) at 24 HAI and 36 HAI, respectively. These genes include β-glucosidases, peroxidases, and spermidine hydroxycinnamoyl transferases that might be involved in cell wall modification or oxidative stress response (Supplementary Table S8). ‘Biosynthesis of secondary metabolites’ genes were enriched in PBZ-down (15 genes) at 24 HAI and, both in PBZ-up (23 genes) and PBZ-down genes (15 genes) at 36 HAI. 

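All 7 phenylpropanoid genes were lower with PBZ at 24 HAI (-1.89 to -1.26 on the log2 scale), 6 of them without overlap between the groups, and 1 passed both limits (3 with the replicate number as a block). All 6 at 36 HAI were higher (0.99 to 2.27) without overlap, and 2 passed (4 with the block). The share expected by chance to show no overlap is 10%. Of the genes past both limits, the peroxidase Glyma.17G061400 fell at 24 HAI from 2.71 ± 0.497 to 0.654 ± 0.0907 RPKM (log2 change -1.89, standard error 0.22, adjusted p = 0.0120). At 36 HAI Glyma.16G039600 rose from 11.3 ± 0.838 to 25.1 ± 4.02 RPKM (log2 change 1.14, standard error 0.13, adjusted p = 0.0344).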

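Among the genes listed for biosynthesis of secondary metabolites, 3 of 15 passed both limits as lower with PBZ at 24 HAI (median log2 change -1.40). At 36 HAI 8 of the 19 higher genes identified in Table S8 passed (median 1.48, 0.99 to 2.27), and 0 of the 15 lower genes did (median -1.30, 11 at an unadjusted p of at most 0.05). No overlap between the groups was seen for 13, 19 and 11 genes of the 3 lists, where chance gives 10% for genes not chosen on these libraries, and 6, 14 and 2 passed with the replicate number as a block.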

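At 24 HAI, the genes Table S8 lists as up-regulated were all higher with PBZ here, with no overlap between the groups for any gene of the following pathways, where chance gives 10% for genes not chosen on these libraries. For RNA polymerase 4 of 5 passed both limits (5 with the replicate number as a block), with a median log2 change of 2.98, and 1 of the 5 belongs to Table S5. Purine and pyrimidine metabolism list the same 6 genes, of which 5 passed (6 with the block, median 2.09). For nucleotide excision repair 3 of 4 passed (3 with the block, median 1.05) and for the spliceosome 2 of 5 (3 with the block, median 1.01). Among the RNA polymerase, nucleotide excision repair and spliceosome genes, 5, 3 and 4 were also highest in replicate 3 among the 36 HAI controls and lowest in replicate 2 among those at 12 HAI. Brassinosteroid-6-oxidase, ACS and peroxidase genes are given with their values at the hormone and cell wall results.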

Most of these PBZ-up genes encode UDP-glycosyltransferases, cytochrome P450 proteins, and brassinosteroid-6-oxidases, whereas PBZ-down genes encode 3-ketoacyl-CoA synthases, 1-amino-cyclopropane-1-carboxylate synthases (ACS), and peroxidases (Supplementary Tables S8). ‘Glutathione metabolism’, ‘RNA polymerase’, ‘purine metabolism’, ‘nucleotide excision repair’, ‘pyrimidine metabolism’, and spliceosome pathways were only enriched in up-regulated genes at 24 HAI (Supplementary Tables S8). 

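The 4 genes listed for glutathione metabolism at 24 HAI had log2 changes of 0.99 to 1.32 with PBZ, without overlap between the groups (10% by chance for unselected genes), and 1 passed both limits (2 with the replicate number as a block). This gene, Glyma.08G175200, rose from 111 ± 17.5 to 280.3 ± 63.9 RPKM (log2 change 1.32, standard error 0.18, adjusted p = 0.0206 by limma). Glyma.15G252200 rose from 18.0 ± 3.99 to 35.2 ± 2.05 RPKM with an adjusted p of 0.0327 but a log2 change of 0.99, just under the limit of 1. Both genes were also highest in replicate 3 among the 36 HAI controls and lowest in replicate 2 among those at 12 HAI.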

All ‘glutathione metabolism’ DEGs encode glutathione-S-transferases (GSTs) and their up-regulation is related to an increased antioxidant capacity^30^. Increased antioxidant capacity and DNA repair mechanisms at 24 HAI in response to PBZ might be part of a tolerance mechanism to cope with the germination delay, which is in line with a recent study that proposed a link between DNA repair and antioxidant activity in *Medicago truncatula* seed germination and seedling establishment^31^.

**Figure 2:**
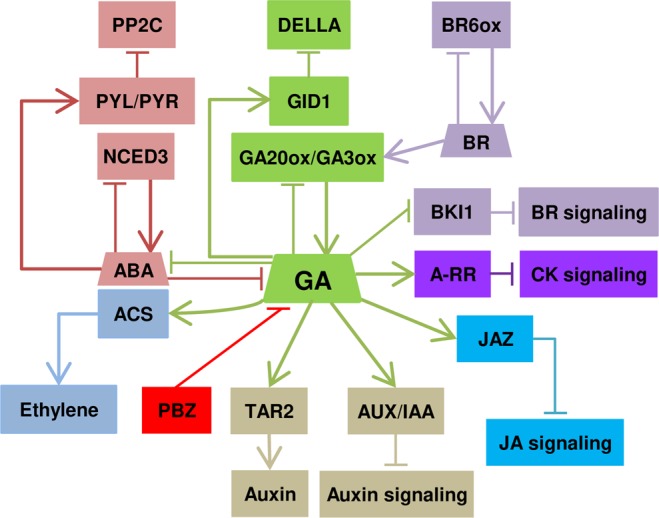
Schematic model of hormonal crosstalk with gibberellin during *G. max* seed germination. The model was derived from a careful literature curation based on differentially expressed genes discussed along the manuscript. Positive interactions are indicated by arrows and T bars indicate repression. Abbreviations: Pyrabactin Resistance (PYR); PYR-like (PYL); Protein Phosphatase 2 C (PP2C); Nine-cis-epoxycarotenoid dioxygenase 3 (NCED3); Abscisic acid (ABA); Aminocyclopropane-1-carboxylic acid synthase (ACS); Paclobutrazol (PBZ); Gibberellin (GA); GIBBERELLIN INSENSITIVE DWARF 1 (GID1); GA 20-oxidase (GA20ox); GA 3-oxidase (GA3ox); Tryptophan aminotransferases 2 (TAR2); Auxin/Indole-3-Acetic Acid(AUX/IAA); Brassinosteroid (BR); BR 6-oxidase (BR6ox); BRI1 kinase inhibitor (BKI1); Type-A response regulator (A-RR); JASMONATE ZIM DOMAIN (JAZ); Jasmonic acid (JA).

### Feedback regulation and cross-talk with other hormones

GA biosynthesis can be divided into early (*CPS*, *KS*, *KO*, and *KAO*) and late (e.g. *GA20ox* and *GA3ox*) stages^1^. While early GA biosynthesis genes are generally not affected by GA^32^, a negative GA-mediated feedback mechanism involving the down-regulation of late GA biosynthesis genes and up-regulation of the GA-deactivating *GA2ox* has been proposed as a system to keep balanced GA levels^1^. Although not included by our statistical thresholds, we found *GA3ox* and *GA20ox* genes with greater expression in the presence of PBZ at 24 HAI and 36 HAI (Fig. 3, Supplementary Table S9), which might indicate a compensating mechanism in response to PBZ. 

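The GA3ox gene Glyma.13G361700 had 54.9 ± 4.09 RPKM in control and 62.6 ± 2.63 with PBZ at 24 HAI (log2 change 0.19, standard error 0.08, adjusted p = 0.164 by limma), with no overlap between the groups. The values at 36 HAI were 52.3 ± 7.39 and 67.0 ± 7.33 RPKM (log2 change 0.36, adjusted p = 0.489), with overlap. For the other GA3ox gene, Glyma.15G012100, the log2 change was 0.22 at 24 HAI (adjusted p = 0.645), which ran from -0.10 to 0.39 with each sample left out in turn, and 0.83 at 36 HAI (adjusted p = 0.550), both with overlapping groups. The GA20ox gene Glyma.09G149200 rose from 11.1 ± 0.318 to 13.6 ± 1.73 RPKM at 24 HAI (log2 change 0.28, adjusted p = 0.151) and from 6.35 ± 0.417 to 9.68 ± 2.73 RPKM at 36 HAI (log2 change 0.57, adjusted p = 0.447), without overlap at either time. In direction, 2 of 3 GA20ox genes were higher with PBZ at 24 HAI and 3 of 3 at 36 HAI, also with median-ratio or quantile scaling, while both GA3ox genes were lower at 12 HAI. None of these genes passed the limits with or without the replicate number as a block.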

Long- and short-distance GA movement are also critical for developmental processes such as seed germination^33^. Recently, some transporters from the NPF and SWEET families were shown to transport GA *in planta*^34,35^. Curiously, NPF3 transports GA and ABA in *A. thaliana*^35^. We found two *NPF3* genes strongly up-regulated by PBZ at 36 HAI, which is in accordance with the GA-mediated repression of *NPF3* expression^35^. 

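At 36 HAI the NPF3 gene Glyma.03G122500 had 24.8 ± 6.87 RPKM in control and 68.9 ± 11.8 with PBZ, without overlap between the groups (log2 change 1.5, standard error 0.22, adjusted p = 0.0843 by limma). The NPF3 gene Glyma.03G123000 had 4.02 ± 1.65 and 8.54 ± 2.73 RPKM, with PBZ replicate 2 (5.41) below control replicate 3 (5.72), and a log2 change of 1.09 (adjusted p = 0.434). Neither passed the adjusted limit, and both did with the replicate number as a block.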

The spatiotemporal expression pattern of NPF3 has been proposed as a key aspect of its functionality^35^. In line with this, recent elegant works in *A. thaliana* showed that GA gradients correlate with cell length in dark-grown hypocotyls^36,37^. We hypothesize that this might be the case in soybean embryonic axes, particularly in the context of the recently described radicle-derived growth pattern in germinating soybean embryos^38^.

**Figure 3:**
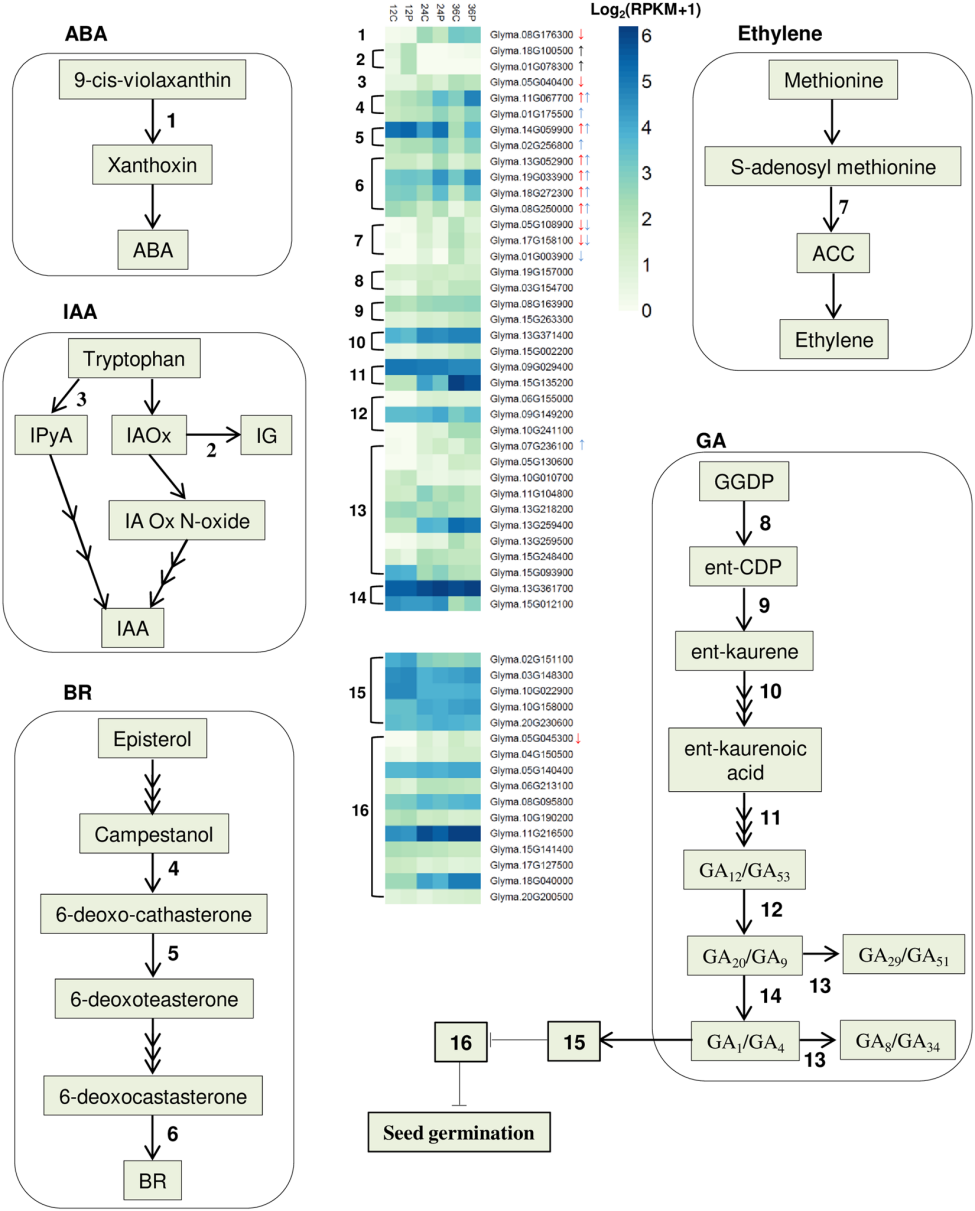
Hormone biosynthesis pathways. Some GA deactivation and signaling genes discussed are also included. Up- and down-regulated genes are shown with up and down arrows. Black, red and blue arrows represent differential expression at 12, 24, and 36 HAI, respectively. Genes without arrows are expressed in at least one condition, although not classified as differentially expressed by our statistical thresholds. Genes are numbered as follows: 1) nine-cis-epoxycarotenoid dioxygenase 3 (*NCED3*); 2) *SUR2*; 3) tryptophan aminotransferase related 2 (*TAR2*); 4) DWARF4 (*DWF4*); 5) DWARF3 (*DWF3*); 6) brassinosteroid-6-oxidase 2 (*BR6ox2*); 7) 1-amino-cyclopropane-1-carboxylate synthase (*ACS*); 8) ent-copalyl diphosphate synthase (*CPS*); 9) ent-kaurene synthase (*KS*); 10) ent-kaurene oxidase (*KO*); 11) ent-kaurenoic acid oxidase (*KAO*); 12) GA 20-oxidase (*GA20ox*); 13) GA 2-oxidase (*GA2ox*); 14) GA 3-oxidase (*GA3ox*); 15) GIBBERELLIN INSENSITIVE DWARF1 (*GID1*) [*Glyma.02G151100* (GID1b1), *Glyma.10G022900* (GID1b2), *Glyma.03G148300* (GID1b3), *Glyma.10G158000* (GID1c1), and *Glyma.20G230600* (GID1c2); 16) DELLA. Abbreviations: Abscisic Acid (ABA); indole-3-pyruvic acid (IPyA); Indol-3-acetaldoxime (IAOx); Indol-3-acetaldoxime N-oxide (IA Ox N-oxide); indole glucosinolates (IG); Indole-3-acetic acid (IAA); Brassinosteroid (BR); 1-aminocyclopropane-1-carboxylic acid (ACC); geranyl geranyl diphosphate (GGDP); ent-copalyl diphosphate (ent-CDP).

In addition to biosynthesis and transport, we have also investigated GA signaling genes. We found 11 DELLA genes (one PBZ-down at 24 HAI) and all 5 GID1s^17^ expressed in at least one time point (Fig. 3, Supplementary Table S9). 

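All 11 DELLA and all 5 GID1 genes had a mean RPKM of at least 1 in at least 1 condition. The DELLA gene called down-regulated in the paper, Glyma.05G045300, fell at 24 HAI from 1.09 ± 0.221 to 0.490 ± 0.200 RPKM, without overlap between the groups (log2 change -1.06, standard error 0.36, adjusted p = 0.128 by limma). Another DELLA gene, Glyma.18G040000, fell from 16.9 ± 1.15 to 11.9 ± 1.32 RPKM at 24 HAI, with an adjusted p of 0.0495 and a log2 change of -0.51 that is below the limit of 1. Neither passed with the replicate number as a block.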

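Mean RPKM was higher in control than with PBZ for 9 of the 11 DELLA genes at 12 HAI, 8 at 24 HAI and 6 at 36 HAI. PBZ was thus higher for 2, 3 and 5 genes, but for 3, 4 and 3 with median-ratio size factors and for 3, 4 and 4 with quantile normalization, so the direction of some genes depends on the scaling. Values that were higher in all controls than in any PBZ sample were found for 1 gene at 12 HAI, 4 at 24 HAI and 1 at 36 HAI, and the opposite for 1, 1 and 0 genes, where chance gives 10% for both together. No DELLA gene passed both limits at any time point, with or without the replicate number as a block.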

Almost all DELLAs showed greater expression in the absence of PBZ (Fig. 3, Supplementary Table S9). The expression levels of GID1b1, GID1b2, and GID1b3 were greater in PBZ than in controls (except GID1b1 and GID1b3 at 24 HAI), supporting that GID1b is particularly important under low GA concentrations, as previously hypothesized by us and others^2,17^. 

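GID1b1 (Glyma.02G151100) changed by 0.23 on the log2 scale at 12 HAI, by -0.32 at 24 HAI and by 0.29 at 36 HAI, with 6.48 ± 0.361 RPKM in control and 5.18 ± 0.345 with PBZ at 24 HAI, the only time without overlap. GID1b2 (Glyma.10G022900) changed by -0.023, -0.079 and 0.20, less than the spread of replicates each time. GID1b3 (Glyma.03G148300) changed by 0.12, 0.17 and 0.31, with 16.0 ± 0.631 RPKM in control and 19.9 ± 1.24 with PBZ at 36 HAI, without overlap (adjusted p = 0.348 by limma). The smallest adjusted p of the 9 comparisons was 0.1 (GID1b1 at 24 HAI), and none of the 3 genes passed with the replicate number as a block. With sample quality weights the change of GID1b3 at 12 HAI became -0.024, and with the multiple-mapped percentage as a covariate that at 24 HAI became -0.54. At 24 HAI the covariate can hardly be told apart from the treatment.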

Collectively, our results support that the low GA production resulting from PBZ administration activates an intricate system involving GA biosynthesis, signaling, and transport genes, probably to minimize the effects of impaired GA production to allow germination to occur.

### Other phytohormones

ABA is the most notorious GA antagonist for its inhibitory effect on seed germination^1,19^. The regulatory step in ABA biosynthesis is catalyzed by 9-cis-epoxycarotenoid dioxygenase (NCED), which is transcriptionally regulated by positive and negative feedback loops in different species^39,40^. The ABA receptor (PYL) inhibits the protein phosphatase 2 C (PP2C) in the presence of ABA^41^. We found one *NCED3* (*Glyma.08G176300*) and two *PP2Cs* as PBZ-down and one *PYL5* as PBZ-up (Figs 3, 4, Supplementary Table S9). In addition, two ABA transporters, *ABCG40* (up-regulated, *Glyma.19G169400*) and *NRT1.2* (down-regulated, *Glyma.08G296000*) were also differentially expressed upon PBZ treatment (Supplementary Table S9). 

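NCED3 (Glyma.08G176300) fell at 24 HAI from 4.55 ± 0.587 to 2.15 ± 0.980 RPKM, without overlap (log2 change -1.15, standard error 0.35, adjusted p = 0.103 by limma), and passed the limits only with the replicate number as a block. Both PP2C genes, annotated as HAB1, passed the limits at 24 HAI with and without the block. Glyma.09G066500 fell from 7.36 ± 0.994 to 2.76 ± 0.915 RPKM (log2 change -1.44, adjusted p = 0.0393) and Glyma.15G172500 from 4.00 ± 0.0807 to 1.75 ± 0.372 RPKM (log2 change -1.17, adjusted p = 0.0258). PYL5 (Glyma.11G233300) rose from 1.45 ± 0.241 to 3.03 ± 0.974 RPKM, without overlap but with a log2 change of 0.98 (adjusted p = 0.0715), and did not pass with the block. PYL5 was also highest in replicate 3 among the 36 HAI controls and lowest in replicate 2 among those at 12 HAI.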

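ABCG40 rose with PBZ at each time point, from 0.636 ± 0.121 to 1.30 ± 0.562 RPKM at 12 HAI, from 2.99 ± 0.363 to 6.26 ± 0.377 at 24 HAI and from 5.86 ± 2.83 to 18.1 ± 4.54 at 36 HAI, without overlap. Its log2 change was 0.86 (adjusted p = 0.967 by limma), 1.05 (adjusted p = 0.0129) and 1.73 (adjusted p = 0.266), respectively, so only 24 HAI passed both limits, and 24 and 36 HAI did with the replicate number as a block. Among the controls, ABCG40 was highest in replicate 3 at 36 HAI and lowest in replicate 2 at 12 HAI. NRT1.2 fell at 36 HAI from 1.57 ± 0.445 to 0.727 ± 0.236 RPKM, without overlap (log2 change -1.02, adjusted p = 0.433), and did not pass with the block.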

Collectively, these results show that GA modulates different genes involved in ABA biosynthesis, signaling and transport, which might directly interfere with GA:ABA gradients along germinating soybean embryonic axes. This GA:ABA dynamics might be involved in the differential cell expansion patterns observed in germinating soybean embryos^38^.

**Figure 4:**
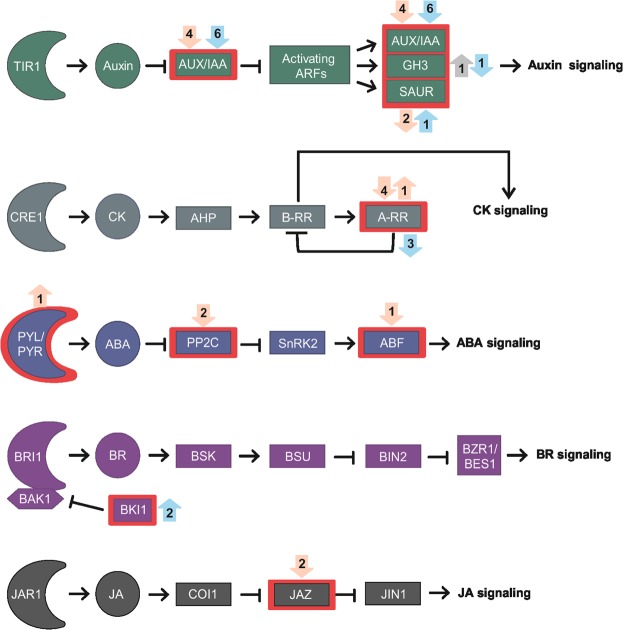
Hormone signal transduction. Rectangles with red lines represent gene families with at least one DEG. Up and down arrows represent PBZ up- and down-regulated genes. Numbers of DEGs are shown in circles adjacent to the red rectangles. Grey, light orange, and light blue arrows represent DEGs at 12, 24, and 36 HAI, respectively. Abbreviations: transport inhibitor response 1 (TIR1); Auxin/Indole-3-Acetic Acid (Aux/IAA); auxin-responsive Gretchen Hagen3 (GH3); small auxin upregulated RNA (SAUR); CYTOKININ RESPONSE 1 (CRE 1); Cytokinin (CK); His-containing phosphotransfer protein (AHP); Type-B response regulator (B-RR); Type-A response regulator (A-RR); Pyrabactin Resistance (PYR); PYR-like (PYL); Abscisic acid (ABA); Protein Phosphatase 2C (PP2C); Sucrose non-fermenting 1-related protein kinases subfamily 2 (SnRK2s); Abscisic acid responsive element-binding factor (ABF); Brassinosteroid-insensitive 1 (BRI1); BRI1-associated receptor kinase 1 (BAK1); Brassinosteroid (BR); BRI1 kinase inhibitor (BKI1); Brassinosteroid signaling kinases (BSK); BRI1-suppressor (BSU); brassinosteroid-insensitive 2 (BIN2); Brassinazole-resistant 1 (BZR1); BRI1-ethyl methanesulfonate-suppressor 1 (BES1); JASMONATE RESISTANT 1 (JAR1); Jasmonic acid (JA); Coronatine Insensitive 1 (COI1); JASMONATE ZIM DOMAIN (JAZ); JASMONATE INSENSITIVE 1 (JIN1).

GA and ethylene positively interact with each other, promoting seed germination in several species^42^. Multiple lines of evidence, including PBZ administration, support the positive regulation of ethylene biosynthesis and signaling by GA^14,43–46^. Further, several ethylene biosynthesis genes are expressed in soybean embryonic axes during germination^25^. Accordingly, we found three PBZ-down 1-amino-cyclopropane-1-carboxylate synthase (ACS) genes (Fig. 3, Supplementary Table S9). 

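The ACS8 gene Glyma.05G108900 fell at 24 HAI from 1.53 ± 0.508 to 0.389 ± 0.0938 RPKM and passed both limits (log2 change -1.71, standard error 0.34, adjusted p = 0.0488 by limma), and at 36 HAI from 2.73 ± 0.912 to 0.830 ± 0.338 RPKM (adjusted p = 0.221). The ACS8 gene Glyma.17G158100 changed by -1.35 at 24 HAI (adjusted p = 0.0613) and by -1.15 at 36 HAI (adjusted p = 0.351). ACS7 (Glyma.01G003900) fell at 36 HAI from 2.29 ± 0.508 to 0.960 ± 0.357 RPKM (log2 change -1.20, adjusted p = 0.293). The control and PBZ values did not overlap in any of the 5 comparisons, where chance gives 10% for genes not chosen on these libraries, and 1 of the 5 passed both limits. Once the replicate number was a block, Glyma.05G108900 passed at 36 HAI and not at 24 HAI, and the other 3 comparisons did not pass.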

ACS catalyzes the first committed and rate-limiting step in ethylene biosynthesis^47^. Our results suggest that up-regulation of ACS by GA is likely a key part of the synergy between GA and ethylene during soybean germination.

Several studies have shown that auxin inhibits or delays seed germination in wheat^48^, *Arabidopsis*^49^, and soybean^50^. On the other hand, exogenous GA_4_ up-regulated auxin biosynthesis and carrier genes in germinating *Arabidopsis* seeds^14^, supporting a complex GA-auxin cross-talk during soybean germination. There are multiple tryptophan-dependent IAA biosynthesis pathways in plants^51^. The tryptophan aminotransferases *TAR1* and *TAR2* convert trp to indole-3-pyruvate (IPA), which is converted to indole acetic acid (IAA) by the YUCCA flavin monooxygenase^52^. Further, *superroot2* (*SUR2*) encodes the cytochrome P450 monooxygenase CYP83B1, involved in glucosinolate biosynthesis and auxin homeostasis^53,54^. 

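At 12 HAI the SUR2 genes Glyma.18G100500 and Glyma.01G078300 were higher with PBZ in every same-numbered pair of samples. Glyma.18G100500 had 1.34, 0.0425 and 0.0411 RPKM in the control replicates and 7.60, 0.555 and 0.409 with PBZ (log2 change 2.16, adjusted p = 0.999 by limma), and Glyma.01G078300 had 0.929, 0 and 0 RPKM against 7.00, 0.307 and 0.998 (log2 change 2.76, adjusted p = 0.967). Over the groups the values overlapped for both genes, neither passed the limits, and neither did so with the replicate number as a block (adjusted p = 0.483 and 0.459). At 24 HAI TAR2 (Glyma.05G040400) fell from 1.98 ± 0.385 to 0.907 ± 0.225 RPKM, without overlap (log2 change -1.05, standard error 0.26, adjusted p = 0.0673), and did not pass with the block either.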

We found two PBZ-up *SUR2* at 12 HAI and one PBZ-down *TAR2* at 24 HAI, indicating that GA promotes IAA production at these time points. We also found one auxin transporter (*PIN*, PBZ-up) and eleven auxin-responsive genes, including seven PBZ-down Auxin/Indole-3-Acetic Acid (Aux/IAA) repressors, small auxin upregulated RNA (SAUR), and the auxin-responsive Gretchen Hagen3 (GH3) family were differentially expressed at least at one of the time-point (Figs 3, 4, Supplementary Table S9). 

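PIN2 (Glyma.15G208600) rose at 36 HAI from 0.758 ± 0.0252 to 1.67 ± 0.615 RPKM without overlap (log2 change 0.99, standard error 0.29, adjusted p = 0.391 by limma). It passed neither with nor without the replicate number as a block. Both GH3 genes had a mean below 1 RPKM in control and PBZ, so they were not among the genes tested. Over all genes without that filter, Glyma.03G149400 at 12 HAI overlapped between the groups (log2 change 1.49, adjusted p = 0.966) and Glyma.17G165300 was lower in all PBZ samples at 36 HAI (log2 change -1.18, adjusted p = 0.429). The auxin genes of Table S9 made 19 comparisons, of which 16 had no overlap between the groups, 6 passed both limits and 9 did so with the block.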

Although apparently conflicting with the promotion of IAA biosynthesis at 12 and 24 HAI, the down-regulation of several *AUX/IAA* genes by PBZ at 24 HAI and 36 HAI suggests that GA represses auxin signaling during late germination. Accordingly, three AUX/IAA genes have been recently demonstrated to promote hypocotyl elongation in *A. thaliana*^55^.

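Aux/IAA genes were lower with PBZ in all 4 comparisons at 24 HAI and all 6 at 36 HAI, without overlap between the groups, and 3 and 2 of these passed both limits, respectively (4 and 3 with the replicate number as a block). IAA14 (Glyma.03G158700) fell from 13.0 ± 4.02 to 2.4 ± 0.259 RPKM at 24 HAI (log2 change -2.35, standard error 0.22, adjusted p = 0.00629 by limma) and passed with each of the 6 samples left out in turn. At 36 HAI it fell from 42.8 ± 3.96 to 17.4 ± 2.34 RPKM (log2 change -1.30, adjusted p = 0.0284). IAA19 (Glyma.15G012800) fell from 10.3 ± 0.628 to 3.79 ± 0.814 RPKM at 24 HAI (log2 change -1.44, adjusted p = 0.0123) and from 20.1 ± 3.54 to 6.20 ± 0.795 RPKM at 36 HAI (log2 change -1.67). A copy of IAA14, Glyma.19G161100, passed at 24 HAI (log2 change -1.20, adjusted p = 0.0314), and the IAA32 gene Glyma.10G270500 had the largest change without passing (log2 change -2.38, adjusted p = 0.0760).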

BRs typically induce seed germination and BR biosynthesis genes (*DET2*, *DWF4*, *DWF3*, *BR6ox1*, and *ROT3*) are up-regulated when endogenous BR concentrations are reduced^56^. Interestingly, six and eight BR biosynthesis genes were PBZ-up at 24 and 36 HAI, respectively (Fig. 3, Supplementary Table S9). 

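All 14 comparisons (6 at 24 HAI and 8 at 36 HAI) gave higher values in every PBZ sample than in any control, where chance gives 5% for genes not chosen on these libraries, and 7 of them passed both limits. With the replicate number as a block 10 passed, and adjusted over these 14 alone 12 did, a list of the paper's calls on the same libraries. The setting that moved the number most was the multiple-mapped percentage as a covariate, with 1, though at 24 HAI that percentage can hardly be told apart from the treatment. At 24 HAI 4 of 6 passed, namely DWF4 (Glyma.11G067700), which rose from 4.14 ± 0.551 to 9.12 ± 1.95 RPKM (log2 change 1.11, standard error 0.18, adjusted p = 0.0298 by limma), and the BR6ox2 genes Glyma.19G033900 (7.64 ± 0.342 to 17.1 ± 3.1 RPKM, adjusted p = 0.0118), Glyma.13G052900 (1.13 ± 0.102 to 3.44 ± 0.711 RPKM, adjusted p = 0.0176) and Glyma.18G272300 (4.36 ± 0.935 to 9.74 ± 0.796 RPKM, adjusted p = 0.0219). At 36 HAI 3 of 8 passed. DWF3 (Glyma.14G059900) rose from 3.54 ± 0.572 to 12.1 ± 1.53 RPKM (log2 change 1.75, standard error 0.15, adjusted p = 0.0270), a DWF3 copy (Glyma.02G256800) from 2.53 ± 0.221 to 5.72 ± 0.868 RPKM (adjusted p = 0.0491) and BR6ox2 Glyma.18G272300 from 2.06 ± 0.576 to 8.53 ± 1.22 RPKM (log2 change 2.02, adjusted p = 0.0284). The adjusted p of the other 5 at 36 HAI was 0.0686 to 0.293. No alternative changed the direction of these genes, and 1 of the 6 genes called at 24 HAI was both highest in replicate 3 among the 36 HAI controls and lowest in replicate 2 among those at 12 HAI.

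**Figure D2:**
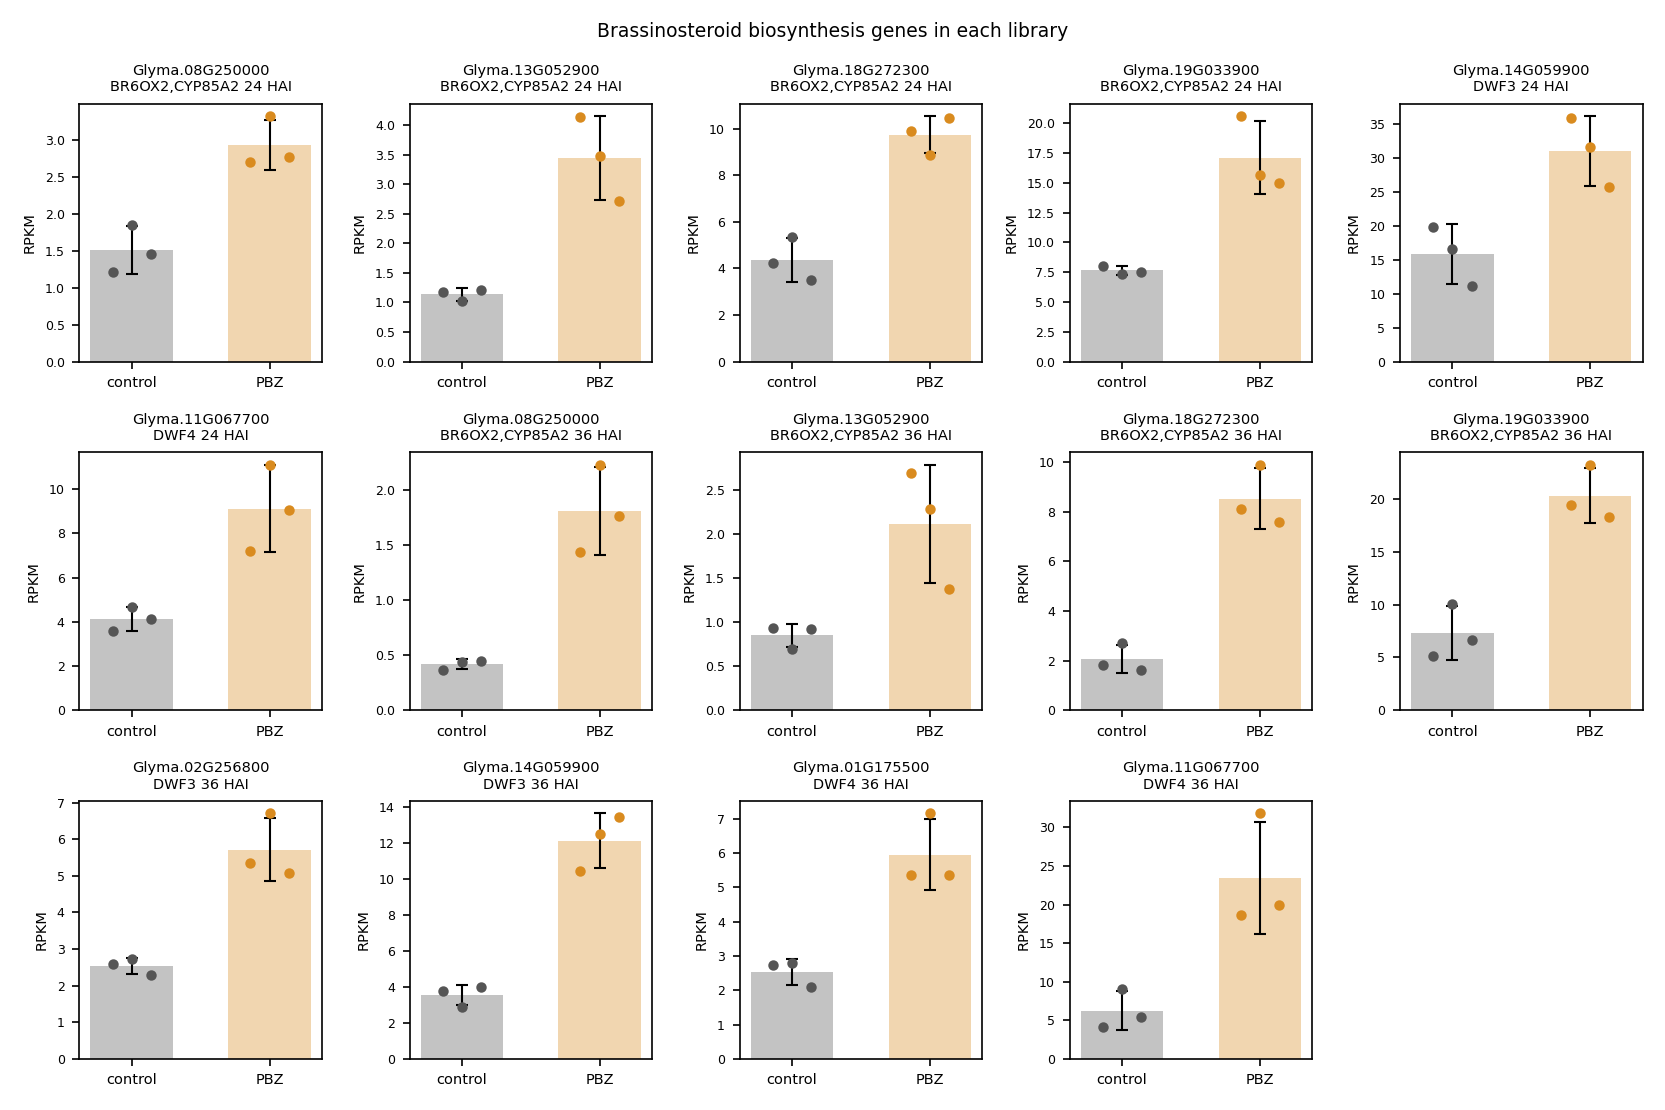
RPKM (vertical axis, scaled separately for each gene) of the brassinosteroid biosynthesis genes in control and PBZ samples at 24 and 36 HAI; points are the 3 replicates, bars their mean and error bars the SD. In each of the 14 panels the 3 PBZ samples lie above the 3 controls.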

BR promotes GA biosynthesis by regulating *GA20ox1* and *GA3ox1* expression in *A. thaliana*^57^. Further, GA partially rescued hypocotyl elongation defects resulting from BR deficiency^57^. Our group has proposed that BR signaling regulates cell expansion during soybean germination^25^. Taken together, the up-regulation of BR biosynthesis by PBZ might be involved in the activation of late GA biosynthesis genes to counter PBZ effects on GA production. This hypothesis also explains the observation that PBZ delays germination without a clear effect on germination rates (Supplementary Figure S1E). Finally, since BR also promotes GA biosynthesis in rice^58^, the emergence of this regulatory module probably predates the diversification of monocotyledonous and dicotyledonous species.

Antagonistic interactions between GA and cytokinin (CK) have been reported in different plants^59–61^. Type-A response regulators negatively regulate CK signaling by competing with type-B response regulators for phosphoryl transfer from the upstream *Arabidopsis* Hpt proteins or by interacting with other pathway components^62^. 

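Type-A response regulator genes annotated as RR3 were lower in every PBZ sample than in any control in 4 comparisons at 24 HAI and 3 at 36 HAI, where chance gives 5% for genes not chosen on these libraries, and 2 passed both limits at each time. At 24 HAI Glyma.08G292400 fell from 5.24 ± 0.329 to 1.80 ± 0.429 RPKM (log2 change -1.51, standard error 0.18, adjusted p = 0.0131 by limma) and Glyma.18G130900 from 9.47 ± 2.33 to 4.43 ± 0.476 RPKM (log2 change -1.06, adjusted p = 0.0344). At 36 HAI Glyma.02G027400 fell from 12.7 ± 1.12 to 5.78 ± 0.591 RPKM (log2 change -1.12) and Glyma.15G236200 from 4.14 ± 0.202 to 1.78 ± 0.126 RPKM (log2 change -1.17, adjusted p = 0.0320). The same 4 comparisons passed with the replicate number as a block.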

We found four and three PBZ-down type-A response regulators at 24 HAI and 36 HAI, respectively (Figs 2, 4, Supplementary Table S9). Since CK biosynthesis genes were not differentially expressed, our results indicate GA antagonizes CK by the up-regulation of negative CK signaling regulators during soybean germination.

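Of the cytokinin genes of Table S9, the response regulator RR17 (Glyma.06G142300) moved the other way, from 0.254 ± 0.0460 to 0.938 ± 0.235 RPKM at 24 HAI (log2 change 1.54, adjusted p = 0.0468 by limma over all genes without the filter on low values). Its mean lay below 1 RPKM in both groups, so it was not among the genes tested, with or without the replicate number as a block.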

In the canonical Jasmonic Acid (JA) signaling pathway, the receptor CORONATINE INSENSITIVE 1 (COI1) interacts with JA and promotes the proteasomal degradation of JASMONATE ZIM-domain (JAZ) repressors^63^. JAZ represses the transcription of JA-responsive genes through interaction with the MYC2 TF and other regulatory proteins^63,64^. JA and GA perform antagonistic roles in regulating hypocotyl elongation via physical interactions between JAZ and DELLA repressors. In summary, JA-mediated JAZ degradation releases DELLA to repress GA signaling (and hypocotyl elongation), whereas GA-mediated DELLA degradation releases JAZ to inhibit JA responses^64,65^. We found two PBZ-down *JAZ* genes at 24 HAI (Supplementary Table S9), indicating that GA represses JA signaling during germination. 

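At 24 HAI JAZ12 (Glyma.17G043700) fell from 1.57 ± 0.0696 to 0.641 ± 0.272 RPKM, without overlap (log2 change -1.24, standard error 0.33, adjusted p = 0.0785 by limma). JAZ1 (Glyma.11G038600) had 1.86, 5.67 and 3.00 RPKM in control and 0.722, 1.36 and 2.29 with PBZ, with overlap (log2 change -1.20, adjusted p = 0.181). Neither passed the adjusted limit, with or without the replicate number as a block, and both had an unadjusted p of at most 0.05.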

Interestingly, *JAZ* up-regulation might constitute an additional layer of JA repression, as GA-promoted DELLA degradation would release more JAZ proteins to repress JA signaling.

### Gibberellins regulate cell wall remodeling enzymes

Several genes encoding cell elongation and cell wall remodeling enzymes, such as xyloglucan endotransglycosylase/hydrolases (XTH), pectin methylesterases (PME), expansins, pectin lyases, aquaporins, and others are induced by GA in *Arabidopsis* and tomato seed germination^14,22,66–68^. We found a number of these cell wall remodeling genes as differentially expressed (Fig. 5A, Supplementary Table S10). 

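Counted at each time point at which the paper calls them, the cell wall genes of Table S10 made 45 comparisons, 14 higher and 31 lower with PBZ, and all had the paper's direction here. Both limits were passed in 5 of the 45, and in 10 with the replicate number as a block. Adjusted over the 45 alone 37 passed, again a list of the paper's calls on these libraries. Leaving out the organellar copies and rescaling RPKM moved the number most, to 12, and these steps were not tested apart. With the multiple-mapped percentage as a covariate the number was 0 (23 at an unadjusted p of at most 0.05). By time point, 0 of 7 passed at 12 HAI (4 at an unadjusted p of at most 0.05), 4 of 23 at 24 HAI and 1 of 15 at 36 HAI. The groups did not overlap in 2, 22 and 15 of these, where chance gives 10% for genes not chosen on these libraries. The expansin Glyma.12G150900 fell at 24 HAI from 3.92 ± 0.229 to 1.59 ± 0.461 RPKM (log2 change -1.29, standard error 0.21, adjusted p = 0.0314 by limma), a change that became 0.24 with the multiple-mapped percentage as a covariate. At 24 HAI that percentage parts the control from the PBZ libraries, so it can hardly be told apart from the treatment. Neither this value nor the count of 0 therefore shows that the changes at 24 HAI are absent.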

Peroxidases and glycosyl hydrolases (GHs) also play active roles in cell wall loosening^69,70^. Accordingly, nine and eight peroxidases and GHs were differentially expressed, respectively. 

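Peroxidase genes made 9 comparisons, 6 lower and 3 higher with PBZ, all without overlap between the groups, and 1 passed both limits (3 with the replicate number as a block). The log2 changes ranged from -2.19 to 1.48. Genes labelled as glycosyl hydrolase in Table S10 made 7 comparisons, also without overlap, of which 6 were lower (-1.35 to -0.88) and 1 was higher. The higher one, Glyma.04G208400, rose at 36 HAI from 1.79 ± 0.169 to 4.03 ± 0.183 RPKM (log2 change 1.13, standard error 0.13, adjusted p = 0.0377 by limma) and was the only one of the 7 to pass both limits without the replicate number as a block. With the block it passed again, and so did Glyma.05G056300, which was lower at 36 HAI (log2 change -1.02, adjusted p = 0.0195).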

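Of the genes of pectin metabolism in Table S10, the pectin methylesterase inhibitor Glyma.09G232000 passed both limits, falling at 24 HAI from 2.79 ± 0.606 to 0.647 ± 0.260 RPKM (log2 change -1.99, standard error 0.31, adjusted p = 0.0289 by limma). The 3 pectin lyase-like genes, 2 higher (1.04 and 1.14) and 1 lower (-1.17), showed no overlap between the groups, and 0 passed both limits (3 at an unadjusted p of at most 0.05). The replicate number as a block left these calls as they were.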

Genes involved in pectin metabolism were also modulated by PBZ (Fig. 5A), suggesting that this process is also under GA regulation during germination. 

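The glycine-rich protein GRP2B genes Glyma.12G030800 and Glyma.11G105900 rose with PBZ at 24 HAI. Glyma.12G030800 rose from 91.0 ± 7.42 to 185 ± 28.4 RPKM and passed both limits (log2 change 1.01, standard error 0.12, adjusted p = 0.0158 by limma). Glyma.11G105900 rose from 42.6 ± 3.78 to 84.3 ± 9.93 RPKM, with an adjusted p of 0.0109 and a log2 change of 0.98, below the limit of 1. Among the controls, both were highest in replicate 3 at 36 HAI and lowest in replicate 2 at 12 HAI. With the block, Glyma.12G030800 passed and Glyma.11G105900 did not. The arabinogalactan protein gene at 12 HAI (-1.24) and the 2 fasciclin-like (-1.29 and -1.06) and 2 hydroxyproline-rich glycoprotein genes (-1.35 and -1.14) at 24 HAI were lower with PBZ without overlap between the groups. Of them 0 passed both limits with or without the replicate number as a block (1, 2 and 2 at an unadjusted p of at most 0.05). The proline-rich protein gene was higher (2.55) with overlapping groups.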

We also found other cell wall related DEGs, such as arabinogalactan-proteins, fasciclin-like AGPs, hydroxyproline (Hyp)-rich glycoproteins, and proline- or glycine-rich proteins, which play important roles in cell proliferation^71–73^ and expansion^74^. Several of those genes are also GA-responsive in cucumber, maize, and barley^75–77^. Importantly, 30 out of 44 cell wall DEGs were PBZ-down, supporting that the notorious effect of GA in promoting cell elongation.

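The 31 comparisons in which cell wall genes were lower with PBZ had a median log2 change of -1.29 (-2.19 to -0.88), and 21 of them were at 24 HAI. The groups did not overlap in 29, and 3 passed both limits (6 with the replicate number as a block). In the 14 comparisons with higher values the median was 1.14 (0.98 to 2.90), 10 had no overlap and 2 passed (4 with the block). Chance gives no overlap in 10%.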

**Figure 5:**
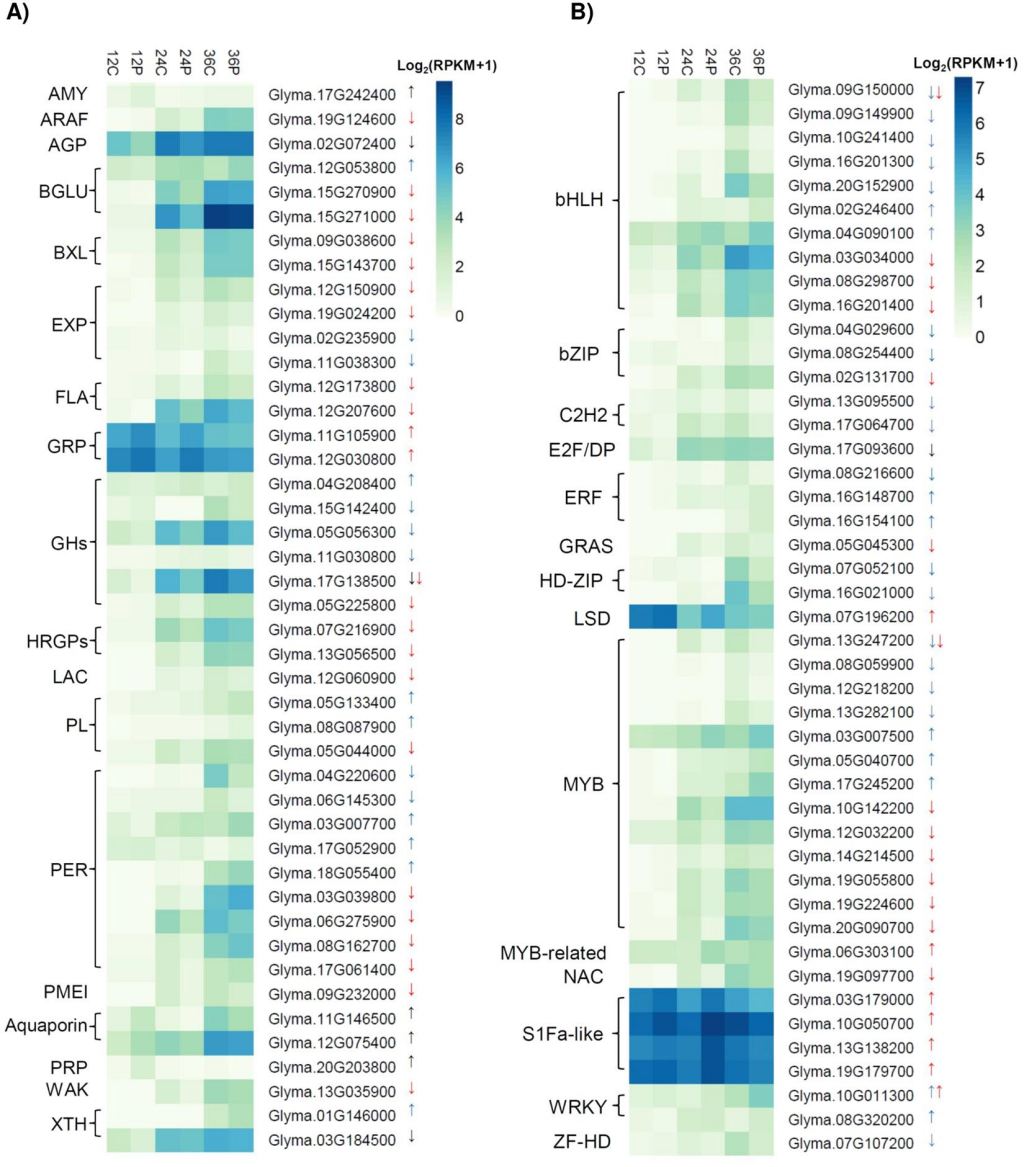
Genes encoding differentially expressed cell-wall remodeling enzymes (**A**) and transcription factors (**B**). Up- and down-regulated genes are shown with up and down arrows. Black, red, and blue arrows represent DEGs at 12, 24, and 36 HAI, respectively. Abbreviations: alpha amylase-like (AMY); alpha-L-arabinofuranosidase (ARAF); arabinogalactan protein (AGP); beta glucosidase (BGLU); beta-xylosidase (BXL); expansin (EXP); FASCICLIN-like arabinogalactan-protein (FLA); glycine-rich protein (GRP); Glycosyl hydrolase family protein (GH); hydroxyproline-rich glycoprotein family protein (HRGP); laccase (LAC); Pectin lyase-like superfamily protein (PL); Peroxidase superfamily protein (PER); pectin methylesterase inhibitor superfamily protein (PMEI); proline-rich protein (PRP); wall associated kinase (WAK); xyloglucan endotransglucosylase/hydrolase (XTH); basic helix-loop-helix (bHLH); Basic Leucine Zipper (bZIP); C2H2 zinc finger (C2H2); Ethylene response factor (ERF); GRAS (gibberellin insensitive (GAI), Repressor of ga1-3 (RGA), SCARECROW-LIKE 3 (SCR) gene family; Homeodomain-leucine zipper (HD-ZIP); LESION SIMULATING DISEASE (LSD); Myelobastosis (MYB); Zinc finger Homeodomain (ZF-HD); No apical meristem (NAM), ATAF, and CUC (cup-shaped cotyledon) (NAC) family.

### Transcription factor genes modulated by paclobutrazol are likely drivers of GA-mediated transcriptional reprogramming

Because seed germination is mainly regulated by the embryonic axis, we have specifically investigated the differential expression of TFs in this tissue, as they might be major drivers of the GA transcriptional programs. 

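The transcription factor genes of Table S11, each taken at the time points at which the paper calls it, made 48 comparisons. All had the paper's direction here, 45 had no overlap between the groups where chance gives 10% for genes not chosen on these libraries, and 12 passed both limits (13 with the replicate number as a block). Adjusted over the 48 alone 37 passed, which shows no stability for a list drawn from the same libraries. With the multiple-mapped percentage as a covariate, the setting that moved the number most, 0 passed (29 at an unadjusted p of at most 0.05).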

A total of 45 TFs were differentially expressed upon PBZ treatment. 

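At 12 HAI the single transcription factor, the E2F/DP gene Glyma.17G093600, fell from 1.23 ± 0.277 to 0.380 ± 0.192 RPKM without overlap (log2 change -1.54, standard error 0.48, adjusted p = 0.906 by limma). At 24 HAI 9 of 21 comparisons passed both limits, and at 36 HAI 3 of 26 did. The WRKY gene Glyma.10G011300, called by the paper at both later times, had a log2 change of 1.00 at 24 HAI (adjusted p = 0.103) and rose from 3.78 ± 0.347 to 9.03 ± 1.5 RPKM at 36 HAI (log2 change 1.23, adjusted p = 0.0370). Whether a factor responds at only 1 time point was not tested gene by gene, except by the difference between the effects at 24 and 36 HAI, which passed an adjusted p of 0.05 for 3 of 33541 genes (30 with the replicate number as a block).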

Strikingly, one, 18, and 23 TFs were differentially expressed exclusively at 12, 24, and 36 HAI, respectively (Fig. 5B, Supplementary Table S11). This pattern indicates that differentially expressed TFs play specific roles at different germination times. Further, most of the differentially expressed TFs (66.7%) were down-regulated by PBZ and likely comprise regulators that are downstream of GA (Fig. 5B, Supplementary Table S11). 

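Of the 48 comparisons, 32 were lower and 16 higher with PBZ. Both limits were passed by 7 of the lower ones, all at 24 HAI, and by 5 of the higher ones. The 17 lower ones at 36 HAI had a median log2 change of -1.23, 15 had no overlap between the groups (10% by chance for unselected genes), and 0 passed (12 at an unadjusted p of at most 0.05), but Glyma.09G150000 (adjusted p = 0.0401) and Glyma.20G152900 (adjusted p = 0.036) did with the replicate number as a block. The largest fall was that of the bHLH gene Glyma.16G201300 at 36 HAI, from 4.09 ± 1.58 to 0.727 ± 0.270 RPKM (log2 change -2.34, standard error 0.36, adjusted p = 0.0887 by limma).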

The TF families with the greatest number of down-regulated members were MYB (myelobastosis; 10 down), bHLH (basic helix-loop-helix; 8 down), and bZIP (basic leucine zipper domain; 3 down), which is in line with previous studies in soybean^25^ and *A. thaliana*^22^ showing that MYB and bHLH are among the mostly activated TF families during germination. 

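MYB genes made 11 comparisons with lower values, of which 4 passed both limits, all at 24 HAI. Glyma.20G090700 fell most, from 2.3 ± 0.730 to 0.486 ± 0.133 RPKM (log2 change -2.01, standard error 0.32, adjusted p = 0.0294 by limma), and Glyma.19G055800, Glyma.10G142200 and Glyma.12G032200 had log2 changes of -1.35, -1.23 and -1.06. In 3 further MYB comparisons values were higher at 36 HAI, with Glyma.03G007500 past the limits (4.97 ± 0.599 to 10.4 ± 0.241 RPKM, adjusted p = 0.0311). bHLH genes made 9 comparisons with lower values, all without overlap (10% by chance for unselected genes), and 1 passed, Glyma.08G298700 at 24 HAI (3.07 ± 0.327 to 1.22 ± 0.155 RPKM, log2 change -1.27, adjusted p = 0.0199). Of the 3 bZIP comparisons 1 passed, Glyma.02G131700 at 24 HAI (1.85 ± 0.0384 to 0.767 ± 0.195 RPKM, log2 change -1.19, adjusted p = 0.0464). With the replicate number as a block 3 MYB, 4 bHLH and 0 bZIP comparisons with lower values passed (3 bZIP at an unadjusted p of at most 0.05 without the block).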

Interestingly, five and six of the PBZ-down MYB and bHLH genes, respectively, were also differentially expressed in a time-dependent manner during soybean germination^25^, further supporting that GA coordinates the transcription of specific TFs at different time points. Conversely, S1Fa-like (4 up) and WRKY (3 up) were the families that were most represented among PBZ-up TFs (Fig. 5B, Supplementary Table S11). 

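WRKY genes made 3 comparisons with higher values, 1 at 24 HAI and 2 at 36 HAI, none with overlap between the groups (10% by chance for unselected genes), and 1 passed both limits. The other WRKY gene at 36 HAI, Glyma.08G320200, rose from 0.633 ± 0.311 to 1.92 ± 0.747 RPKM (log2 change 1.49, standard error 0.40, adjusted p = 0.351 by limma). As a block, the replicate number left 0 of the 3 past the limits (3 at an unadjusted p of at most 0.05 without the block).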

S1Fa-like is a poorly-studied TF family that has been associated with photomorphogenesis^78^. Remarkably, all four soybean S1Fa-like TFs were strongly up-regulated by PBZ at 24 HAI, indicating that they might be part of the regulatory system to activate photosynthetic growth in response to low GA concentrations, as discussed above. 

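All S1Fa-like genes were higher in each PBZ sample than in any control at 24 HAI, with log2 changes from 0.94 to 1.06, and 2 of the 4 passed both limits with and without the replicate number as a block. Glyma.03G179000 rose from 25.2 ± 3.73 to 53.1 ± 12.7 RPKM (log2 change 1.05, standard error 0.19, adjusted p = 0.0388 by limma) and Glyma.13G138200 from 44.2 ± 3.20 to 93.2 ± 16.0 RPKM (log2 change 1.06, standard error 0.13, adjusted p = 0.0165). Glyma.10G050700 (67.2 ± 4.98 to 135 ± 26.7 RPKM, log2 change 0.99, adjusted p = 0.0275) and Glyma.19G179700 (50.5 ± 2.90 to 98.1 ± 16.9 RPKM, log2 change 0.94, adjusted p = 0.0206) stayed below the limit on the change. Among the controls at 36 HAI, all 4 were highest in replicate 3, and among those at 12 HAI 3 of the 4 were lowest in replicate 2.

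**Figure D3:**
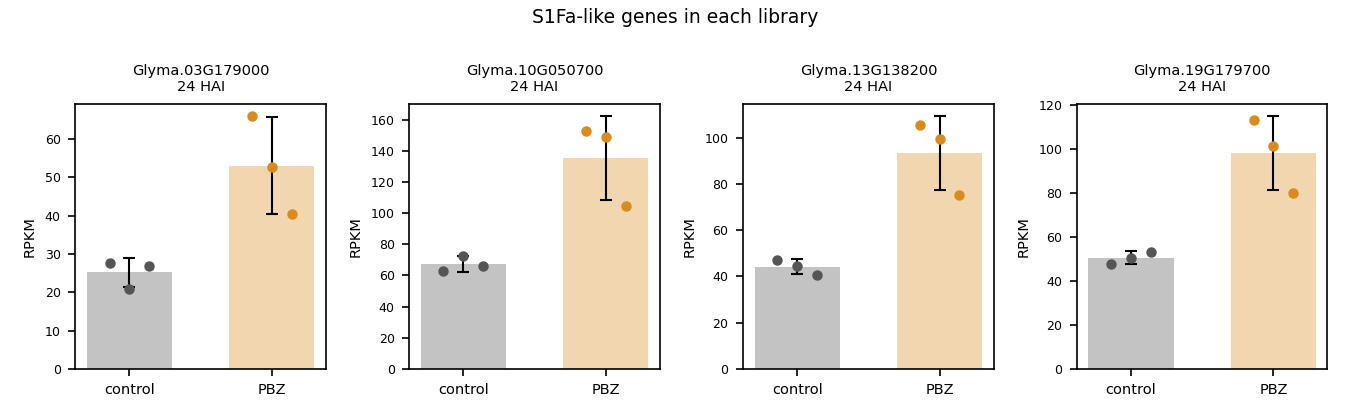
RPKM (vertical axis, scaled separately for each gene) of the 4 S1Fa-like genes in control and PBZ samples at 24 HAI; points are the 3 replicates, bars their mean and error bars the SD. In each panel the PBZ samples lie above the controls, with means of 25.2 to 67.2 RPKM in control and 53.1 to 135 RPKM with PBZ.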

Photomorphogenesis is regulated by a complex pathway involving GA and light in *A. thaliana* seedlings^79,80^. Nevertheless, no PIF or HY5 genes, which encode important regulators of photomorphogenesis, were modulated by PBZ.

### Comparison with *A. thaliana* GA-responsive genes

Ogawa *et al*. identified a total of 230 and 127 up- and down-regulated genes during germination of *A. thaliana ga1-3* seeds upon GA treatment^14^. Other study, also in *A. thaliana*, reported DEGs in imbibed seeds and developing flowers of wild type, *ga1-3*, and a quintuple DELLA null mutant (*ga1 rga gai rgl1 rgl2*)^22^. This latter study identified 541 and 571 up- and down-regulated GA-responsive genes in imbibed seeds. It is important to mention that Ogawa *et al*. used a microarray platform representing ~8,200 genes, while Cao *et al*. used one covering ~23,000 genes. This difference is likely an important factor accounting for the differences in DEG numbers between these studies. Overall, these studies have an overlap of 109 GA-up genes and 90 GA-down genes. Importantly, a significant fraction of these genes are also regulated by DELLA^22^.

Although *A. thaliana* and soybean are distantly related and their seeds are remarkably different, we investigated the conservation of the DEGs identified in *A. thaliana* described above with the ones reported here using BLASTP (minimum query coverage and similarity of 50%). 

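Table S12 pairs soybean DEGs with Arabidopsis genes that rise (GA-up) or fall (GA-down) with GA. For 326 pairings of a soybean gene and a time point, 192 with GA-up and 134 with GA-down genes, the direction of the log2 change here was set against that of the Arabidopsis gene, a PBZ-down gene being counted as raised by GA. Of these 326, 75 passed both limits in the comparison of control with PBZ.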

We found 178 and 124 differentially expressed soybean orthologs for 122 and 84 *A. thaliana* GA-up and GA-down genes, respectively. These soybean gene sets were named GA-up-orthologs and GA-down-orthologs, respectively. Curiously, a significant part (47.19% and 55.66% of the GA-up-orthologs and GA-down-orthologs, respectively) of these genes are modulated in opposite directions in the two species (Supplementary Table S12). Nevertheless, most of the genes related with cell-wall modification, GSTs, auxin responsive genes (AUX/IAA and SAUR), oxidoreductases (aldo-ketoreductases), and transferases are modulated in same directions in soybean and *A. thaliana*, whereas genes modulated in opposite directions between the species encode HSPs, cytochrome p450, serine carboxypeptides, late embryogenesis proteins and flavonol synthase/flavanone 3-hydroxylase (Supplementary Table S12). 

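The direction was opposite to that in Arabidopsis for 168 of 326 pairings, or 51.5% (95% Wilson interval 46.1% to 56.9%, which treats pairings as independent). It was opposite for 49.0% of the GA-up and 55.2% of the GA-down pairings. Restricting the pairings to genes past both limits moved the share most, to 36.0% (27 of 75, 95% Wilson interval 26.1% to 47.3%). Of the paper's genes, 0 passed at 12 HAI, 218 at 24 HAI and 36 at 36 HAI, so this restriction also favours 24 HAI. At that time 58 of 154 pairings were opposite without the restriction. The drop therefore does not show that genes past both limits are more conserved. Scaling, pseudocount and leaving out single samples did not move the share, since the genes were selected by the paper for a change in a given direction.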

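Of the kinds of gene in Table S12, the direction was the same as in Arabidopsis for 8 of 10 cell wall pairings, 12 of 16 auxin-responsive pairings and 4 of 4 aldo-keto reductase pairings, and for 2 of 7 glutathione-S-transferase pairings. It was opposite for 16 of 16 heat shock proteins, 12 of 15 cytochrome P450 genes, 3 of 4 serine carboxypeptidases, 4 of 5 late embryogenesis proteins and 4 of 4 flavonol synthase or flavanone 3-hydroxylase genes.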

Proportionally and in absolute numbers, 24 HAI is the stage with the most conserved DEG profile between *A. thaliana* and soybean. 

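The direction was the same in both species for 62.3% of the 154 pairings at 24 HAI (95% Wilson interval 54.5% to 69.6%), 37.1% of the 132 at 36 HAI (29.4% to 45.6%) and 32.5% of the 40 at 12 HAI (20.1% to 48.0%). Over both kinds of Arabidopsis gene together, the interval at 24 HAI does not overlap the others. By kind, the share for GA-up genes was 63.9% of 97 at 24 HAI, 46.2% of 65 at 36 HAI and 20.0% of 30 at 12 HAI. For GA-down genes it was 59.6% of 57 at 24 HAI (46.7% to 71.4%), 28.4% of 67 at 36 HAI (19.0% to 40.1%) and 70.0% of 10 at 12 HAI (39.7% to 89.2%), so for these the share at 24 HAI was not the highest.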

Further, 351 out of the 468 soybean DEGs without a DEG ortholog in *A. thaliana* do have orthologs in the *A. thaliana* genome, indicating that several orthologous genes are differentially regulated in the two species. Finally, in addition to the evolutionary distance, there are also important technical aspects that require consideration. The *A. thaliana* studies used microarrays to investigate modulated genes in *ga1-3* mutants either upon treatment with exogenous GA^14^ or in contrast with wild type seeds during germination^22^. Here we analyzed an RNA-Seq transcriptome of embryonic axes of germinating soybean seeds treated with PBZ. Both experimental designs have limitations; even the *A. thaliana ga1-3* dry seeds have bioactive GA from the GA treatment used to rescue parental fertility of mutant plants^14^. In addition, administration of exogenous GA may have unintended effects due to locations and concentrations different from those found under natural conditions. On the other hand, while allowing the investigation with more natural GA concentrations and locations, chemical inhibition of GA biosynthesis probably does not shutdown GA signaling completely. Further, it is not unreasonable to expect that the inhibitor effects might be overcome after some time, for example by an increase in the levels of GA biosynthesis enzymes. A more detailed picture of the interspecies conservation of GA-driven transcriptional programs will be clearer when more species are studied using state-of-the-art RNA-Seq technologies.

## Material and Methods

### Plant material and growth conditions

*G. max* seeds (BRS-284, from EMBRAPA, Brazil) were used in this study. Seeds were surface sterilized with 70% ethanol for 1 minute and with commercial bleach (1% v/v) for 3 minutes, followed by three washes with sterile distilled water (30 seconds per wash). Seeds were germinated in 15 cm Petri dishes with 2 g of sterile cotton in two conditions: in the presence of 30 ml of sterile water (control) or sterile water with 200 µM paclobutrazol (Sigma Aldrich), a concentration that resulted in significant reductions in axis length, fresh and dry mass (Supplementary Figure S1). These reductions are in line with the classical GA phenotype of diminished GA signaling. Seeds were allowed to germinate in an incubation chamber at 28 °C and 12/12 h photoperiod (dark/light). We used three plates per sample, with 20 seeds per plate. Embryonic axes from dry seeds were also collected. For total RNA extraction, seeds were harvested at 12, 24, and 36 HAI in control and PBZ treated conditions. Embryonic axes were separated from cotyledons and immediately placed in RNA*later*^TM^ (Qiagen) until RNA extraction. RNA was extracted from harvested embryonic axes using RNeasy Plant Mini Kit (Qiagen) according to manufacturer’s instructions. Three independent biological replicates of each condition were used.

### RNA purification, sequencing, and analysis

RNA-Seq libraries were prepared using the TruSeq RNA Sample Preparation Kit v2 and submitted to 1 × 100 bp single-end sequencing on a HiSeq 2500 instrument at LaCTAD (UNICAMP, Campinas, Brazil). Read quality was assessed by FastQC (v0.11.5; http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Residual ribosomal RNA (rRNA) contamination was removed by aligning reads against the *G. max* rRNA sequences (GenBank: AH001765.2, AH001766.2) using BLASTN and novoalign (V3.06.05; http://www.novocraft.com) with default parameters. After removing rRNA reads, FastQC package was run again and showed that no further filtering steps were required. The *G. max* cv. Williams 82 reference genome^81^ was indexed using novoindex (hash length 13 and step size 1). Reads were aligned to the reference genome version 2 (Wm82.a2.v1) using novoalign (F ILM1.8 -o SAM -s 2). Only those reads uniquely mapped to the reference genome were subsequently analyzed. Gene expression levels were calculated with cufflinks (v2.1.1;–library-type fr-firststrand) with bias correction (-b option)^82,83^ and normalized by reads per kilobase of transcript per million mapped reads (RPKM). Genes with RPKM greater than or equal to one were considered expressed. Pairwise-correlations between biological replicates were computed using the cor function of R stats package (http://www.r-project.org/). The differential expression between Control vs PBZ at 12 HAI, 24 HAI, and 36 HAI were determined by cuffdiff (v2.2.1;–library-type fr-firststrand -b)^82^. Genes with at least two-fold difference in expression and q-value ≤ 0.05 were considered differentially expressed. Enrichment of Gene Ontology (GO) term was performed using agriGO (v2.0) with hypergeometric test, corrected by the Hochberg FDR method (FDR ≤0.05)^84^. Redundant GO terms were removed with REViGO^85^ using small similarity (0.05), the Uniprot database, and SinRel as the semantic similarity parameters. KOBAS 3.0^86^ was used to assess the enrichment of DEGs in KEGG pathways (Fisher’s exact test, *P* < 0.05). Expressed genes (i.e. RPKM ≥1) were used as the background set for GO and KEGG enrichment analyses. *G. max* TFs were obtained from the Plant Transcription Factor Database (PlantTFDB 4.0)^87^. Heatmaps were created using the aheatmap function in the NMF package using R^88^. The datasets generated in this study have been deposited in the NCBI Gene Expression Omnibus database, under the accession number GSE112872.

### Transcriptome validation of gene expression by Real-time qPCR

Three independent RNA biological replicates were selected for Real-Time qPCR analysis based on RPKM values obtained in the transcriptome analysis. RNA was isolated with RNeasy Plant Mini Kit (Qiagen). RNA quality was assessed by nanodrop and agarose gel electrophoresis. RNA was tested for genomic DNA contamination via conventional PCR. Whenever necessary, traces of genomic DNA were removed by Turbo DNAse treatment (Ambion). First strand complementary DNA (cDNA) was synthesized from 2 μg of RNA with the High Capacity cDNA Reverse Transcription kit (Applied Biosystems). The cDNA was used as template for real-time qRT-PCR analysis using SYBR green based detection in a StepOnePlus PCR System. Melting curves were examined to ensure single products. Results were quantified using the “delta-delta Ct” method and normalized to the constitutive gene Glyma.03G064800 (Bic-C2) transcript levels, as previously described^89^. Amplification with a second constitutive gene (*Glyma.02G273700*, F-box protein 2) gave similar results (not shown). Primer sequences and product sizes are provided at the Supplementary Table S13. One-tailed paired t-test for each gene was performed by comparison of the two different conditions (control x PBZ treated) using the GraphPad Prism 7.00 software.

## Supplementary information

Supplementary figures

Supplementary tables S1, S2, S3, S5, S6, S7, S8, S10, S11, S12, S13

Supplementary tables S4

Supplementary tables S9

How the deposited data were processed for this re-analysis (not part of the article)

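RNA-seq libraries were made from embryonic axes of soybean seeds germinated in water (control) or 200 µM PBZ, with 3 replicates per treatment at 12, 24 and 36 HAI, 18 libraries in 6 conditions. The authors removed rRNA reads, aligned the remaining reads to the Wm82.a2.v1 genome with novoalign, kept reads that mapped uniquely and computed RPKM with cufflinks, and they deposited these RPKM values for 56044 genes in each library. No counts were used here. The paper called differentially expressed genes with cuffdiff, a step that works on the alignments and was not repeated here.

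From the deposited RPKM values, log2(RPKM + 0.1) was computed and control and PBZ were compared at each time point with limma 3.58.1 in R 4.3.3, with an empirical Bayes variance that depends on the mean and Benjamini-Hochberg adjustment. Genes with a group mean of at least 1 RPKM in control or PBZ were tested, and the limits were an adjusted p of 0.05 and a change of 1 on the log2 scale. A fold change on this scale understates the change of lowly expressed genes. The difference between the PBZ effects at 24 and 36 HAI was tested as an interaction over the 12 samples of these times. Single values per library, such as the mean over the 63 genes of Table S5, were compared with an exact permutation test. Shares have 95% Wilson intervals. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

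The limma comparison was tested on simulated data with 200 genes changed by 2 on the log2 scale. It recovered 177 of them among 29243 genes at 12 HAI, 184 among 31003 at 24 HAI and 180 among 32628 at 36 HAI, with 4, 2 and 5 other calls. The interaction recovered 173 among 32298 genes, with 7 other calls. The changed genes had a mean of at least 2 RPKM, and the simulated noise was independent between libraries. The genes in the paper's lists had smaller median log2 changes here, of 1.304 (up) and -1.25 (down) at 24 HAI and 1.221 and -1.169 at 36 HAI. The simulation therefore does not show how many changes near the limit of 1 would be found.

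The relative depth of the libraries was read from the smallest steps between low RPKM values, without use of the paper's Table S1, and followed the uniquely mapped reads of that table. RPKM carries no counting error of its own, so no interval per gene was derived from depth, and the spread between 3 replicates sets the precision.

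All 18 columns were matched to a condition and replicate by their names, and 0 columns were left unmapped. The replicate numbers that pair control with PBZ samples come from the sample labels, and the paper's text does not say what same-numbered samples share. The paper compared control and PBZ with a paired test for RT-qPCR, and for RNA-seq it names cuffdiff without a pairing. The comparison of the RNA-seq values without the replicate number was the main one, with the replicate number as a block beside it.

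The alternatives were pseudocounts of 1 and 0.01, no filter on low values, a filter at a group mean of 5 RPKM, quantile normalization, median-ratio size factors, the organellar copies of Table S6 left out with rescaling, all 18 samples in one fit, the replicate number as a block, sample quality weights, the multiple-mapped percentage of Table S1 as a covariate, no minimum change, limma without trend, and each replicate left out in turn. These alternatives, the design of each test and the rule for named genes were set before the data were examined. The ratio of group mean RPKM was added after seeing the data.

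The genes named are those the paper names by identifier, those of its Tables S5, S9, S10 and S11 behind a claim, and at each time point the 3 largest rises and 3 largest falls among genes past both limits whose control and PBZ samples did not overlap. Gene names are those of the paper's tables. The reference gene table used for the assembly Glycine_max_v4.0 matched 0 of the identifiers, so it gave no names. GO enrichment was not repeated, and the genes that Table S8 lists by pathway were used in its place.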

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

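All tests in this part were chosen after the results were seen, except those on the gaps between control libraries, on the change at 36 HAI without control replicate 3 and on the number of controls above all PBZ samples, which were set before.

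The PBZ effect on the mean log2(RPKM + 0.1) over the 63 genes of Table S5 differed between 36 and 24 HAI by -4.32, which drew attention because the difference between times passed its own test (exact permutation test, two-sided, p = 0.045 over 400 labelings, of which the smallest possible p is 0.005). The paper chose these genes for this very pattern in the same libraries. The test therefore cannot decide whether the PBZ effect differs between the times, and no conclusion is drawn from its p. All 3 PBZ libraries lay above all 3 controls at 24 HAI, and without control replicate 3 at 36 HAI the difference was still -3.05. A response to PBZ that changes sign would put the controls above the PBZ samples at 36 HAI, but 1 control sample lay above all 3 PBZ samples, and without it the change at 36 HAI was 0.49, with 12 of the 63 genes lower with PBZ. That value rests on 2 controls and cannot settle whether a fall exists.

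A candidate explanation is that libraries with a high share of multiple-mapped reads hold more organellar or other non-polyadenylated RNA. Control replicate 3 at 36 HAI, with 33.5% multiple-mapped reads, lay 3.82 above the mean of the other 2 controls, and at 12 HAI the controls with high shares lay 2.53 above control replicate 2, with 13.6%. Both gaps go the way this explanation predicts, in samples that received no PBZ. Within the 9 libraries above 20% the mean over the genes did not follow the percentage (r 0.334, permutation p = 0.383, adjusted 0.383; rho 0.1, p = 0.809, adjusted 0.809; r without the 2 farthest libraries 0.302). Within the 9 libraries below 20% r was 0.796 (permutation p = 0.0108, adjusted 0.0216) and rho 0.644 (p = 0.0676, adjusted 0.135), but r fell to 0.359 without the 2 farthest, so this relation rests on them. The 2 correlations form one family, with 100000 resamples each. At 24 HAI treatment and side of the 20% limit coincide in 6 of 6 libraries, so an effect of PBZ on these genes at that time cannot be told apart from a difference between libraries.

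A mislabelled sample was tested with genes outside Table S5 that PBZ set apart in the other 5 samples of the time point, at a p of at most 0.01 and a log2 change of at least 1. Control replicate 3 at 36 HAI was nearer the control mean for 76.0% of them (165 of 217), which goes against a PBZ sample, where 823 genes reached that p against 328 by chance. For control replicate 2 at 12 HAI it was 61.9% (52 of 84), but there 185 genes reached that p against 293 by chance, so a mislabelled sample cannot be told apart at 12 HAI.

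The interaction gave 3 genes whose PBZ effect differed between 24 and 36 HAI at an adjusted p of 0.05, among 33541 tested (7584 at an unadjusted p of at most 0.05). They are named after their values were seen. Glyma.01G229300 changed by -0.64 at 24 HAI and 0.72 at 36 HAI (difference 1.36, adjusted p = 0.0379 by limma), Glyma.10G034800 by 0.78 and -0.34 (difference -1.12, adjusted p = 0.0379) and Glyma.12G232200, a ribosomal protein S18 gene, by 2.64 and -2.46 (difference -5.10, adjusted p = 0.0392). As many genes appeared in 4 of 32 relabelings of the same-numbered pairs, the real one included. The other 3 gave 4, 70 and 218 genes, with 1, 2 and 3 pairs exchanged at 36 HAI. With all 3 exchanged the test is of the sum of the PBZ effects at both times, and the others keep part of the PBZ contrast, so this number does not show how many genes would arise without PBZ.

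Genes past both limits that are not in the paper's lists numbered 3 at 12 HAI, 68 at 24 HAI and 6 at 36 HAI. The 3 at 12 HAI were listed at 0 in every sample of a group. Of 455 genes that were either below 0.01 or above 1 RPKM in at least 15 libraries, with at least 3 libraries of each kind, 313 (68.8%) showed both kinds inside 2 or more conditions, and 7 of the 15 largest changes named here are among these 313, which goes against a response to PBZ or time as the source for most such genes. For the 68 and 6 genes at 24 and 36 HAI as sets of their own neither a technical nor a biological explanation was tested; the part on other observations tests all genes up-regulated at 24 HAI outside Table S5 together.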

How the results depend on the processing

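All tests of other splits of the samples below were chosen after the results were seen.

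At 24 HAI, 286 genes passed both limits, and under 9 of the 13 other alternatives the number stayed within 1.5 times that, from 243 to 369. It was 22 with all 18 samples in one fit, 1 with the multiple-mapped percentage as a covariate, 1065 with no minimum change and 178 for limma without trend, and 126 to 298 across the 6 fits that each left out one sample. At 12 HAI, against 3 genes, it was 0 with a pseudocount of 1 (1502 at an unadjusted p of at most 0.05), 0 with a pseudocount of 0.01 (1471), 0 with a group mean of at least 5 RPKM (970), 0 with median-ratio size factors (1633), 0 with the covariate (1356), 18 with all 18 samples in one fit, 6 with sample quality weights, 6 without trend, and 0 to 7 with one sample left out. The numbers in brackets are about the share of 0.05 of the tested genes that chance gives. At 36 HAI, against 42, the number past both limits was 26 with no filter on low values, 77 with the replicate number as a block, 71 with sample quality weights, 17 with the covariate, 16 without trend, and 0 to 17 with one sample left out. The cause was not tested.

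With the organellar copies left out and RPKM rescaled, 198 genes were up and 148 down at 24 HAI, so 57.2% were up against 78.0% without that step. This setting also moved the median log2 change of all genes at 24 HAI from -0.0741 to -0.153. Leaving out genes does not change the values of the others, so this shift comes from the rescaling, which sets the summed RPKM of the libraries equal. Before it, the sums at 24 HAI were 589450 to 600770 in control and 628900 to 631090 with PBZ. The number of genes past the limits was not counted with the rescaling alone. The scaling settings moved the median log2 change of all genes by less than 0.1 at each time point.

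The replicate block gave 4 genes at 12 HAI and 369 at 24 HAI. It gave 30 genes in the interaction and 10 cell wall comparisons.

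Genes up at 24 HAI and down at 36 HAI numbered 0 (124 at an unadjusted p under 0.05), 1 with all 18 samples in one fit, and 0 to 0 across the 12 fits that each left out one sample. The interaction, against 3 genes, gave 5 with a pseudocount of 1, 15 with 0.01, 11 with quantile normalization, 324 with sample quality weights, 0 with the covariate (1059 at an unadjusted p of at most 0.05) and 0 to 95 with one sample left out. The cause was not tested.

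Of the 63 hormone comparisons 22 passed, but 14 with a pseudocount of 1, 3 with the covariate, 13 without trend, and 9 to 22 with one sample left out. Of the cell wall comparisons 5 passed, but 3 with a pseudocount of 1, 12 with the organellar copies left out, 11 with sample quality weights, 0 with the covariate (23 at an unadjusted p of at most 0.05), and 1 to 7 with one sample left out. Of the transcription factor comparisons 12 passed, but 6 with a pseudocount of 1, 5 with no filter, 4 with all 18 samples in one fit, 0 with the covariate (29 at an unadjusted p of at most 0.05), 5 without trend, and 3 to 15 with one sample left out. Of the brassinosteroid biosynthesis comparisons 7 passed, but 11 with sample quality weights, 1 with the covariate, and 3 to 7 with one sample left out. The cause was not tested.

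The mean over the 63 genes of Table S5 changed by 0.31 at 12 HAI, but by -0.044 as the ratio of group mean RPKM, a setting chosen after seeing the data. It ranged from -0.54 to 0.84 at 12 HAI, from 3.29 to 3.70 at 24 HAI and from -1.48 to 0.49 at 36 HAI with one sample left out. Expressed genes numbered 34425 to 34560 with one library left out.

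The share of ortholog pairings with the opposite direction was 51.5%, and 51.5% to 51.5% with one sample left out, but 36.0% over genes past both limits. For GA-down pairings it was 55.2% and 55.2% to 55.2%, but 25.0% over those genes. For GA-up pairings it was 49.0% and 49.0% to 49.0%, but 44.2% over those genes. That leaving out a sample moved none of these shares follows from the paper's choice of genes by direction. The shares over genes past both limits may differ through the time points, as 0, 218 and 36 of the paper's genes passed at 12, 24 and 36 HAI. The lowest correlation between replicates, 0.447, was 0.974 on log2(RPKM + 0.1), 0.979 on log2(RPKM + 1) and 0.964 by Spearman.

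For single genes, 123 comparisons under the other alternatives gave 1541 values, of which 1305 kept direction and side of the limits, 180 were weaker, 44 stronger and 12 reversed. The reversed ones were Glyma.03G148300 with sample quality weights at 12 HAI (-0.024) and with the covariate at 24 HAI (-0.54), Glyma.12G150900 with the covariate at 24 HAI (0.24), and at 36 HAI Glyma.05G073600 (0.42 with weights, 1.70 with the covariate), Glyma.12G061600 (0.14 and 0.91), Glyma.01G076000 (0.35 and 0.75), Glyma.12G232000 (0.27 with the covariate), Glyma.01G163400 (0.69 with the covariate) and Glyma.01G201600 (-0.31 with a pseudocount of 1). Apart from these 12, Glyma.01G201600 also reversed as the ratio of group mean RPKM (-2.08). Leaving out one sample gave 733 values, of which 497 kept both, 216 were weaker, 6 stronger and 14 reversed. Their ranges were -0.10 to 0.39 for Glyma.15G012100 at 24 HAI, -0.10 to 0.061 and -0.17 to 0.0092 for Glyma.10G022900 at 12 and 24 HAI, and at 36 HAI -1.66 to 1.86 for Glyma.05G073600, -1.78 to 1.05 for Glyma.12G061600, -1.65 to 0.85 for Glyma.01G076000, -1.07 to 1.99 for Glyma.01G201600, -1.47 to 0.36 for Glyma.12G232000 and -1.73 to 0.82 for Glyma.01G163400. For Glyma.12G061600, Glyma.01G076000, Glyma.12G232000 and Glyma.01G163400 the only left-out sample that reversed the change at 36 HAI was control replicate 3. The cause of the other changes was not tested. At 24 HAI the covariate can hardly be told apart from the treatment, so its reversals at that time decide nothing.

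Splits of the 6 samples of a time point that part all 3 same-numbered pairs number 4 of 10, too few for a share under 0.05. As many genes as the real split came from 2 of these 4 splits at 12 HAI, 1 of 4 at 24 HAI and 1 of 4 at 36 HAI. The other 3 splits each exchange 1 pair and so keep part of the PBZ contrast. They gave 0, 4 and 1 genes at 12 HAI, 0, 0 and 3 at 24 HAI, and 0, 2 and 1 at 36 HAI. For the overlap of up at 24 HAI and down at 36 HAI, 64 of 64 pairs of splits gave as many genes, since the real number is 0 (124 at an unadjusted p under 0.05). For the paper's own lists, as many comparisons passed in 4 of 64 combinations of splits for hormones, 4 of 64 for cell wall genes, 4 of 64 for transcription factors and 1 of 16 for brassinosteroid biosynthesis. These lists were called on the same samples, so those numbers show no stability.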

Differences from the paper's values

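The added setting, the ratio of group mean RPKM, was chosen after seeing the values, and the other alternatives were set before the data were examined.

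The paper's number of differentially expressed genes is 85 at 12 HAI, 486 at 24 HAI and 307 at 36 HAI, against 3, 286 and 42 here. For numbers of genes, a gap is counted as closed here where neither number is more than 1.5 times the other. At 24 HAI the number stayed below the paper's but came within that limit with the organellar copies left out (346), with the replicate number as a block (369) and with sample quality weights (330), and with none of the other alternatives set before the data were examined. At 12 and 36 HAI none of the alternatives set before the data were examined came within it. By direction, the paper gives 58 up- and 27 down-regulated genes at 12 HAI against 2 and 1 here, 189 down-regulated genes at 24 HAI against 63, and 105 up- and 202 down-regulated genes at 36 HAI against 29 and 13. With the organellar copies left out and RPKM rescaled, 148 genes were down at 24 HAI, within 1.5 times of the paper's 189. That setting also lowered the median log2 change of all genes at 24 HAI, from -0.0741 to -0.153. The closed gap may therefore come from the rescaling alone. None of the alternatives set before the data were examined closed the other gaps.

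The paper reports 63 genes up at 24 HAI and down at 36 HAI, against 0 here (124 at an unadjusted p under 0.05), and none of the alternatives set before the data were examined closed that gap. From the paper's Tables S9, S10 and S11, counted at each time point, come 63 hormone, 45 cell wall and 48 transcription factor comparisons, against 22, 5 and 12 past both limits here, and none of the alternatives set before the data were examined closed these gaps. For brassinosteroid biosynthesis the paper's number is 14 against 7 here, and the number came within 1.5 times of the paper's with the replicate number as a block (10) and with sample quality weights (11) but not with the other alternatives set before the data were examined.

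The paper's lowest correlation between replicates is 0.95, against 0.447 here on RPKM. Of the alternatives set before the data were examined, log2(RPKM + 0.1) gave 0.974, log2(RPKM + 1) 0.979 and Spearman 0.964, which closed the gap.

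The paper's log2 change of Glyma.01G201600 at 36 HAI is -2.19, against 0.10 here. Of the alternatives set before the data were examined, a pseudocount of 1 (-0.31) and leaving out control replicate 1 (-1.07), control replicate 2 (-0.64), PBZ replicate 1 (-0.017) or PBZ replicate 3 (-0.16) gave the paper's sign and differed from its value by less than the spread of the replicates, which is large for this gene, but none came near the paper's size. The ratio of group mean RPKM (-2.08), which was chosen after seeing the values, did. Under that ratio the 63 genes changed by a mean of -1.94 at 36 HAI, all 63 lower with PBZ, against the paper's mean of -2.04, and by 3.52 at 24 HAI against the paper's 3.67. Of the 94 log2 changes of single genes set beside the paper's, 93 had the same sign.

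Some genes the paper calls passed only under other settings. At 12 HAI these were 8 of 85 with all 18 samples in one fit, 3 with the replicate block and 1 with sample quality weights. At 24 HAI, beyond the 218 of 486 that passed, there were 15 with a pseudocount of 1, 4 with no filter, 20 with a group mean of at least 5 RPKM, 29 with quantile normalization, 34 with median-ratio size factors, 59 with the organellar copies left out, 50 with the replicate block, 40 with sample quality weights, 24 with no minimum change, 2 without trend and 1 to 35 with one sample left out. At 36 HAI, beyond 36 of 307, there were 3 with a group mean of at least 5 RPKM, 7 with the organellar copies left out, 15 with all 18 samples in one fit, 34 with the replicate block, 24 with sample quality weights, 1 with the covariate, 2 without trend and 0 to 2 with one sample left out. Several of these settings also lost genes that had passed. At 24 HAI the total rose to 254 with the replicate block (14 lost). It fell to 181 with a pseudocount of 1 (52 lost), 181 with no filter (41 lost) and 215 with the organellar copies left out (62 lost). At 36 HAI it rose to 69 with the replicate block (1 lost) and fell to 13 without trend (25 lost). Of 154 comparisons of Tables S9 to S11, 38 passed, 48 passed only under another setting (21 of them under the replicate block) and 68 passed under none.

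In direction, the paper describes GID1b2 as higher with PBZ at every time point and GID1b3 as not higher at 24 HAI, whereas GID1b2 changed by -0.023 at 12 HAI and -0.079 at 24 HAI and GID1b3 by 0.17 at 24 HAI. It describes nearly all DELLA genes as higher without PBZ, whereas mean RPKM was higher in control for 9 of 11 at 12 HAI, 8 at 24 HAI and 6 at 36 HAI, which leaves 2, 3 and 5 higher with PBZ, against 3, 4 and 3 with median-ratio size factors and 3, 4 and 4 with quantile normalization. KAO2 (Glyma.15G135200) is not among the paper's calls, yet fell at 24 HAI from 15.8 ± 2.13 to 7.77 ± 1.99 RPKM (log2 change -1.04, adjusted p = 0.0474 by limma, 0.0172 with the replicate block). The ratio of down- to up-regulated genes is about 0.46 at 12 HAI, about 0.69 at 24 HAI and about 1.9 at 36 HAI in Fig. 1B, read by eye, against 0.5, 0.283 and 0.448. Among glutathione-S-transferase orthologs, which the paper counts with the conserved genes, 5 of 7 pairings had the opposite direction.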

Other observations

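All tests in this part were chosen after the result was seen.

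Of the 167 genes outside Table S5 that were up-regulated at 24 HAI, 74.3% (124) were highest in replicate 3 among the 36 HAI controls and lowest in replicate 2 among the 12 HAI controls, against 7.85% of all tested genes, and 90.4% were highest in the former. Of the 63 genes of Table S5 61 showed this pattern. For the 63 genes down-regulated at 24 HAI the opposite pattern is the one to look for. Of them 71.4% (45) were lowest in replicate 3 among the 36 HAI controls, against 40.7% of all tested genes, and 30.2% were also highest in replicate 2 among the 12 HAI controls, against 26.4%, so a difference between libraries is not excluded for them either. Among the paper's up-regulated genes outside Table S5 it was 60.3% of 234. A candidate explanation is again that libraries with a high share of multiple-mapped reads hold more organellar or other non-polyadenylated RNA, since these controls differ in that share and not in treatment. For many genes called up at 24 HAI an effect of PBZ therefore cannot be told apart from a difference between libraries. The S1Fa-like genes showed the pattern in 3 of 4 cases and the GRP2B genes in 2 of 2. The brassinosteroid biosynthesis genes showed it in 1 of 6 cases, so this explanation finds little in them, and a response to PBZ remains a hypothesis there.

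That a few genes taking most of the reads lowers all other genes at 24 HAI was tested by the median log2 change of all tested genes. It was -0.074, too small to account alone for changes of 1 or more. The number of genes past the limits still moved with shifts of that size. Against 63 genes down, 48 were down with median-ratio size factors (median 0.000162). With the organellar copies left out and RPKM rescaled, 148 were down (median -0.153).

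The low Pearson correlations between replicates may come from a few genes with very high values, since without the 63 genes of Table S5 the lowest was 0.953. No biological explanation was tested.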
